# DADA Enhances CD8^+^ T Cell Stemness to Improve Anti‐Tumor Immunity and Immunotherapy Efficacy

**DOI:** 10.1002/advs.202519765

**Published:** 2026-02-27

**Authors:** Mingyue Bi, Fei Li, Heng Jiang, Lingling Gu, Mengjie Sun, Kunyu Lu, Pianpian Liu, Ruyue Xie, Wenqiang Ma, Meijuan Zheng, Xianwei Wang, Xuefu Wang, Jingjing Cong

**Keywords:** CD8^+^ T cell, anti‐tumor immunity, metabolic reprogramming, stemness

## Abstract

Progenitor exhausted CD8^+^ T (Tpex) cells have recently been identified as a stem‐like T cell subset that mediates durable anti‐tumor immune responses and represents a pivotal population responsive to immunotherapies. Here, it is demonstrated that diisopropylamine dichloroacetate (DADA) facilitates CD8^+^ T cell‐mediated anti‐tumor immunity and promotes Tpex cells accumulation in the tumor microenvironment. Mechanistically, DADA promotes the conversion from pyruvate to Acetyl‐CoA by inhibiting pyruvate dehydrogenase kinase. This process leads to increased oxidative phosphorylation (OXPHOS) and mitochondrial fitness, thereby enhancing CD8^+^ T cells stemness. Treatment of mice with DADA improves the efficacy of PD‐1 blockade. Furthermore, the in vitro expansion of chimeric antigen receptor (CAR)‐T cells supplemented with DADA confers them with stemness characteristics, contributing to improved anti‐tumor efficacy. Collectively, this study illustrates how DADA‐mediated metabolic reprogramming in CD8^+^ T cell enhances their stemness, underscoring its potential for anti‐tumor therapy.

## 1 Introduction

CD8^+^ T cells are cytotoxic lymphocytes with a crucial role in resistance against various cancers through secretion of effector cytokines, including interferon (IFN)γ and tumor necrosis factor (TNF)‐α, as well as through direct killing of tumor cells. However, continuous exposure to persistent antigen stimulation drives the differentiation of CD8^+^ T cell toward exhaustion, manifesting hierarchical functional states [1, 2]. Within the tumor microenvironment, two distinct subsets of exhausted CD8^+^ T cells with different functional characteristics have been identified: terminally exhausted CD8^+^ T (Tex) cells and progenitor exhausted CD8^+^ T (Tpex) cells [3, 4, 5, 6].

Tex cells are characterized by high expression of multiple inhibitory receptors such as PD‐1, TIM‐3, LAG‐3, TIGIT and CD39, reduced production of effector cytokines, and impaired survival capacity [1]. Immune checkpoint blockade (ICB) and adoptive cell transfer (ACT) immunotherapies have emerged as significant breakthroughs in oncology in the last decades. However, the resistance of some patients to ICB and ACT therapies can be attributed to the terminal exhaustion of T cells, as reinvigorating Tex cells through ICB remains a huge challenge and the anti‐tumor efficacy of adoptively transferred T cells can be hindered by their transition into a terminally exhausted state [7, 8].

Tex cells stem from a stem‐like T cell population known as Tpex cells, typically defined by a phenotype of TCF1^+^TIM‐3^−^ [1, 2]. The stem‐like properties of Tpex cells are maintained by several transcription factors, such as TCF1, BACH2, and BCL6 [4, 9, 10, 11]. Tpex cells mediate more durable anti‐tumor immune responses compared to their TCF1^−^ effector‐like counterparts or Tex cells [3, 12]. Moreover, Tpex cells constitute a crucial population responsive to anti‐PD‐1/PD‐L1 therapy and ACT therapy [2, 3, 4, 13, 14, 15, 16]. Thus, preserving the stemness of CD8^+^ T cells or preventing the differentiation from Tpex cells into Tex cells could represent a promising approach to improve T cell anti‐tumor efficacy.

Cellular metabolism plays a crucial role in orchestrating fundamental biological processes that facilitate the adaptation of CD8^+^ T cells across different stages of activation and differentiation [17, 18]. Effector cells augment glycolysis and oxidative phosphorylation (OXPHOS) to support their rapid proliferation and cytotoxic capabilities [19]. Tex cells exhibit metabolic insufficiency, including impaired mitochondrial respiration and glycolysis, as well as increased mitochondrial ROS production [20, 21, 22, 23, 24], whereas Tpex cells sustain higher mitochondrial fitness and OXPHOS to ensure long‐term proliferative potential and multipotency [25]. However, the precise manipulation of cellular metabolism to regulate the stemness program of CD8^+^ T cells remains poorly understood.

Diisopropylamine dichloroacetate (DADA), the active component of pangamic acid [26], is an effective inhibitor of pyruvate dehydrogenase (PDH) kinase (PDK), which phosphorylates and inactivates pyruvate dehydrogenase complex (PDC) [27]. PDC functions in the mitochondrion to catalyze the irreversible decarboxylation of pyruvate to AcetylCoA, thereby shifting cellular metabolism from glycolysis toward the tricarboxylic acid cycle (TCA) and subsequent OXPHOS [28]. DADA has been utilized in clinical settings for numerous years as a hepatoprotective drug with a favorable safety profile by improving energy metabolism in hepatocytes [29], while its anti‐tumor properties against various types of tumor cells by inhibiting glycolysis have been acknowledged [30, 31]. Nevertheless, the potential impact of DADA on the cellular metabolism and stemness of CD8^+^ T cells, and how this might influence their anti‐tumor immune responses, remains largely unknown.

Here, we demonstrate that DADA boosts CD8^+^ T cell‐mediated anti‐tumor immunity and improves the effectiveness of immunotherapies. This occurs by enhancing CD8^+^ T cell stemness through promoting OXPHOS in a PDK1‐dependent manner. Our study uncovers a previously unknown mechanism for enhancing CD8^+^ T cell stemness and suggests the potential of utilizing DADA in anti‐tumor therapy.

## 2 Results

### 2.1 DADA Potentiates CD8^+^ T Cell Anti‐Tumor Immune Responses

To investigate the effect of DADA on CD8^+^ T cell‐mediated anti‐tumor immune responses, we employed different subcutaneous tumor models, as well as a metastatic tumor model. Wild‐type (WT) mice were fed with DADA‐containing drinking or normal water for 2 weeks, and were subcutaneously injected with B16‐F10 melanoma tumor cells. The mice were then maintained on either DADA‐containing drinking or normal water for another 17 days (Figure 1A). We found that DADA exhibited safety profiles while notably inhibiting tumor growth (Figure 1B,C; Figure S1A,B). Notably, this anti‐tumor effect was not solely attributable to DADA's reported direct hindrance of tumor cell proliferation, as evidenced by the continued inhibition of tumor growth by DADA even when its administration ceased before the injection of B16‐F10 cells (Figure 1B,C), suggesting an intrinsic influence of DADA on host immunity.

**FIGURE 1:**
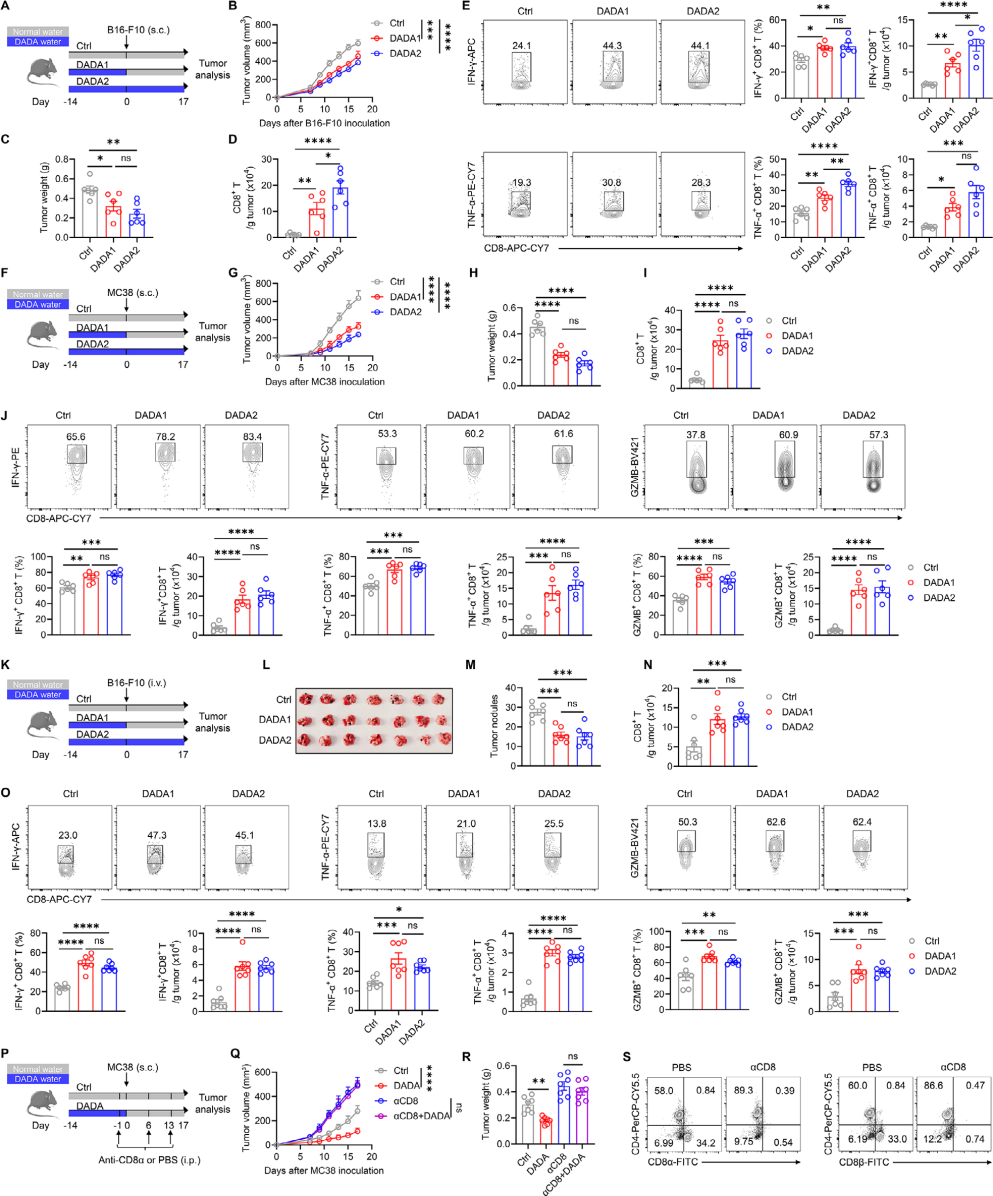
DADA inhibits tumor growth by potentiating CD8^+^ T cell anti‐tumor immune responses. (A) Schematic experimental procedure in (B–E): WT mice were fed with DADA‐containing or normal water from day ‐14 until the experimental endpoints or until day 0, and were injected (subcutaneously [s.c.]) with 16‐F10 cells on day 0. (B,C) Tumor growth curves (B) and tumor weights (C) at 17 days after B16‐F10 inoculation; *n* = 6. The experiment was repeated three times. (D,E) Representative flow cytometry plots and quantification of CD8^+^ T (D), IFN‐γ^+^CD8^+^ T and TNF‐α^+^CD8^+^ T (E) cells from tumor; *n* = 6. The experiment was repeated twice. (F) Schematic experimental procedure for (G–J): WT mice were fed with DADA‐containing or normal water from day ‐14 until the experimental endpoints or until day 0, and were injected (s.c.) with MC38 cells on day 0. (G and H) Tumor growth curves (G) and tumor weights (H) at 17 days after MC38 inoculation; *n* = 6. The experiment was repeated three times. (I,J) Representative flow cytometry plots and quantification of CD8^+^ T (I), IFN‐γ^+^CD8^+^ T, TNF‐α^+^CD8^+^ T and GZMB^+^CD8^+^ T (J) cells from tumor; n = 6. The experiment was repeated twice. (K) Schematic experimental procedure for (K–O): WT mice were fed with DADA‐containing or normal water from day ‐14 until the experimental endpoints or until day 0, and were injected (intravenously [i.v.]) with B16‐F10 cells on day 0. (L,M) Appearance of lungs (L) and the number of tumor nodules (M) at 17 days after B16‐F10 inoculation; *n* = 7. The experiment was repeated twice. (N and O) Representative flow cytometry plots and quantification of CD8^+^ T (N), IFN‐γ^+^CD8^+^ T, TNF‐α^+^CD8^+^ T and GZMB^+^CD8^+^ T (O) cells from the lung; *n* = 7. The experiment was repeated twice. (P) Schematic experimental procedure for (Q–S): WT mice were fed with DADA‐containing or normal water for 14 days and were injected (intraperitoneally [i.p.]) with 100 µg of anti‐CD8α antibody weekly. The mice were injected (s.c.) with MC38 cells on day 0. (Q–S) Tumor growth curves (Q), tumor weights (R), and representative flow cytometry plots of CD8^+^ T cells (S) at 17 days after MC38 inoculation; *n* = 7. The experiment was repeated three times. Data are presented as mean ± SD and are analyzed by two‐way ANOVA (B, G, and Q) and one‐way ANOVA (C–E, H–J, M–O, and R); *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. ns, not significant.

Consistently, we observed increased cell counts of tumor‐infiltrating CD8^+^ T cells and higher expression of IFN‐γ and TNF‐α in these cells in DADA‐treated mice (Figure 1D,E; Figure S1C). Furthermore, there was an increase in the proportions of CD8^+^ T cells expressing IFN‐γ and TNF‐α in the tumor‐draining lymph nodes (TDLN) of DADA‐treated mice (Figure S1D). In both the MC38 subcutaneous tumor model and B16‐F10 lung metastasis model, either pretreatment or continuous treatment of DADA also led to inhibited tumor growth (Figure 1F–H, and K–M). This was accompanied by increased cell counts and enhanced effector functions of CD8^+^ T cells harvested from the tumor microenvironment and TDLN (Figure 1I,J,N,O; Figure S1E,F).

To confirm the dependency of DADA's anti‐tumor effect on CD8^+^ T cells, we injected the WT mice intraperitoneally with anti‐CD8α‐depleting antibody weekly to deplete CD8^+^ T cells (Figure 1P). In the absence of CD8^+^ T cells, DADA treatment did not inhibit tumor growth (Figure 1Q–S). However, the depletion of either CD4^+^ T cells or NK cells did not abolish the anti‐tumor effect of DADA (Figure S1G–K). These results collectively suggest that DADA inhibits tumor growth by enhancing CD8^+^ T cell anti‐tumor responses.

### 2.2 DADA Prevents Terminal Exhaustion of CD8^+^ T Cells

To elucidate the mechanism by which DADA enhances the CD8^+^ T cell anti‐tumor immune responses, we performed single‐cell RNA‐sequencing (scRNA‐seq) on tumor‐infiltrating CD45^+^ T cells isolated from ctrl‐ or DADA‐treated MC38‐bearing mice (Figure 2A). Unbiased clustering analysis showed that these cells could be grouped into ten distinct clusters, encompassing CD8^+^ T cells, other T cells, NK cells, B cells, plasma cells, macrophages, monocytes, dendritic cells, neutrophils, and mast cells (Figure 2B,C; Figure S2A). Remarkably, we found that CD8^+^ T cells, characterized by high expression of *Cd8α*, *Cd8b1*, and *Cd3d*, were present in large proportions among tumor‐infiltrating CD45^+^ T cells and were significantly enriched in the tumor microenvironment of DADA‐treated mice, aligning with the findings from the flow cytometry analysis (Figure 1I and Figure 2B–D). Gene Ontology (GO) analysis showed that DADA treatment led to the upregulation of genes associated with T cell activation, lymphocyte differentiation and T cell differentiation in tumor‐infiltrating CD8^+^ T cells (Figure 2E), implying a potential influence of DADA on the activation and differentiation processes of CD8^+^ T cells within the tumor.

**FIGURE 2:**
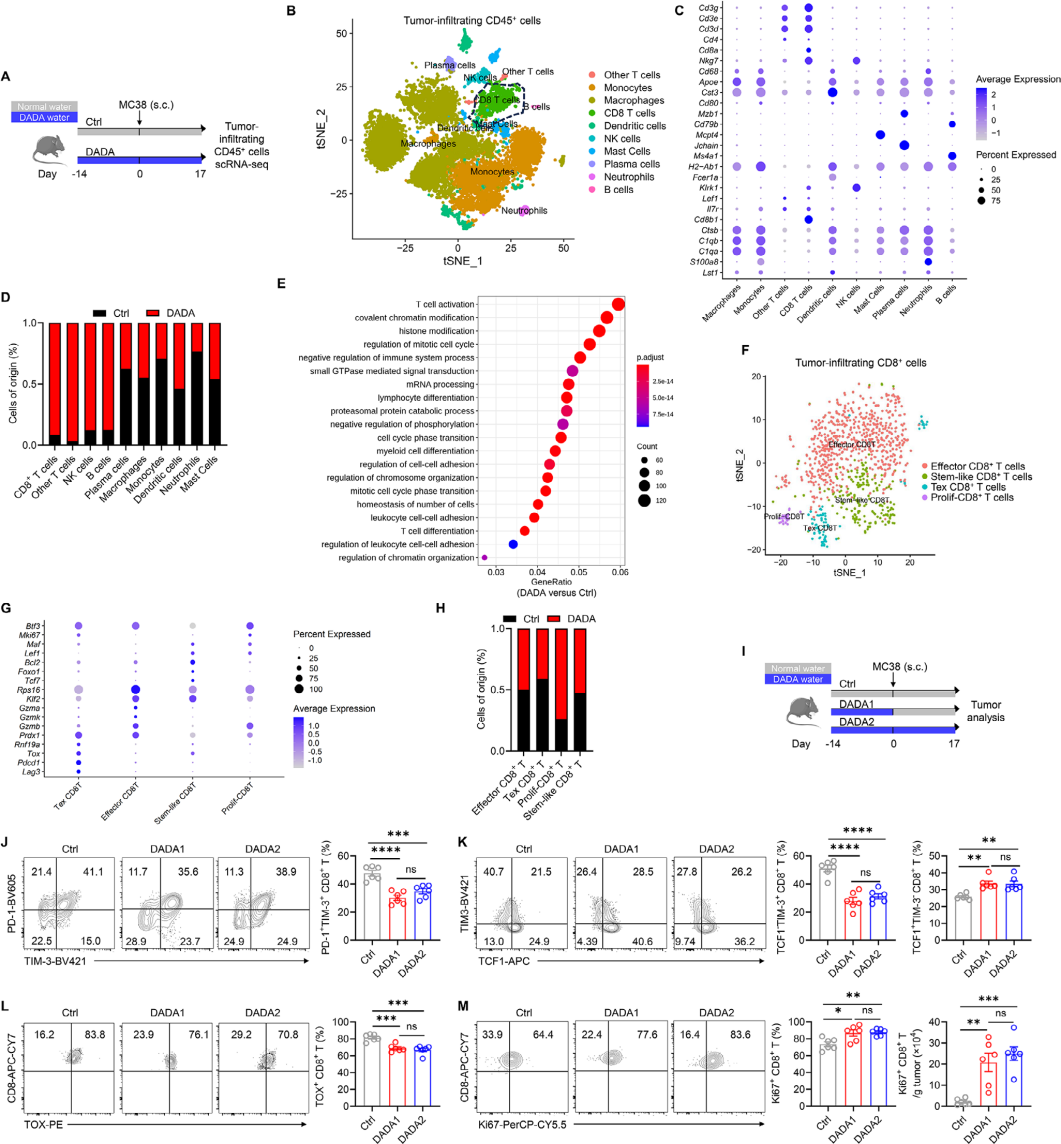
DADA prevents CD8^+^ T cells terminal exhaustion while promoting Tpex cell accumulation in the tumor microenvironment. (A) Schematic experimental procedure for (B–I): WT mice were fed with DADA‐containing or normal water for 31 days and were injected (s.c.) with MC38 cells on day 0. Tumor‐infiltrating CD45^+^ cells were harvested for 10× genomic scRNA‐seq. (B) Biaxial tSNE clustering plots showing tumor‐infiltrating CD45^+^ cells. (C) Dot plot showing the expression of representative genes for each cell type in (B). (D) Relative percentages of each cell type in (B). (E) Top 20 enriched GO terms in CD8^+^ T cells from DADA‐treated mice versus CD8^+^ T cells from control mice. (F) Biaxial tSNE plots showing secondary clusters of CD8^+^ T cells. (G) Dot plot showing the expression of representative genes for each cell subset in (F). (H) Relative percentages of each subset in (F). (I) Schematic experimental procedure for (J–M): WT mice were fed with DADA‐containing or normal water from day ‐14 until the experimental endpoints or until day 0, and were injected (s.c.) with MC38 cells on day 0. (J–M) Representative flow cytometry plots and quantification of PD‐1^+^TIM‐3^+^ (J), TCF1^−^TIM‐3^+^, TCF1^+^TIM‐3^−^ (K), TOX^+^ (L), and Ki67^+^ (M) cells among CD8^+^ T cells from tumor; n = 6. The experiment was repeated three times. Data are presented as mean ± SD and are analyzed by one‐way ANOVA (J–M); *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. ns, not significant.

Given that terminal exhaustion differentiation of CD8^+^ T cells induces high expression of inhibitory receptors, impaired production of effector cytokines, low proliferative capacity and diminished persistence, leading to poor responses to tumor antigens [32, 33], we hypothesized that DADA might prevent the terminal exhaustion differentiation of CD8^+^ T cells to exert an anti‐tumor effect. By utilizing specific markers, CD8^+^ T cells were further divided into four subsets: effector CD8^+^ T cells (*Gzma*, *Gzmk* and *Gzmb*), stem‐like CD8^+^ T cells (*Klf2*, *Tcf7*, *Foxo1*, *Bcl2*, and *Lef1*), terminally exhausted CD8^+^ T cells (*Lag3*, *Pdcd1*, and *Tox*) and proliferative CD8^+^ T cells (*Mki67*) (Figure 2F,G; Figure S2B). In mice treated with DADA, there was an upward trend in proliferative CD8^+^ T cells, while terminally exhausted CD8^+^ T cells exhibited a reduction (Figure 2H).

To further validate the effect of DADA on CD8^+^ T cell differentiation, we next performed flow cytometry analysis on tumor‐infiltrating and TDLN CD8^+^ T cells from MC38‐bearing mice (Figure 2I). Both continuous DADA treatment and DADA pretreatment decreased the proportions of PD‐1^+^TIM‐3^+^ and TCF1^−^TIM‐3^+^ Tex subsets, while increasing the proportions of stem‐like TCF1^+^TIM‐3^−^ Tpex subset (Figure 2J,K; Figure S2C). Moreover, decreased expression of TOX, a key transcriptional regulator involved in exhaustion programming and differentiation toward terminal exhaustion, along with increased expression of proliferating marker Ki67, was observed in tumor‐infiltrating and TDLN CD8^+^ T cells from DADA treated‐mice (Figure 2L,M; Figure S2C). The similar observations of reduced Tex cells and increased Tpex cells were also noted in the tumor microenvironment and TDLN in both the B16‐F10 subcutaneous tumor model and B16‐F10 lung metastasis model (Figure S2D–I). Thus, these data collectively suggest that DADA promotes CD8^+^ T cell anti‐tumor immune responses, probably by directing CD8^+^ T cells toward a less terminal exhaustion differentiation and a more stem‐like Tpex differentiation.

### 2.3 DADA Enhances CD8^+^ T Cell Stemness in a PDK1‐Dependent Manner

T cell exhaustion is known to be driven by persistent antigen exposure. To ascertain whether DADA directly regulates CD8^+^ T cell exhaustion differentiation, CD8^+^ T cells were isolated from spleens of WT mice and subjected to continuous stimulation with anti‐CD3/CD28 monoclonal antibodies (mAbs) for 6 days to induce exhaustion differentiation. DADA or the solvent control DMSO was added starting from day 3 to exclude its effect on the early activation of CD8^+^ T cells (Figure 3A). We observed that DADA decreased the frequencies of terminally exhausted PD‐1^+^TIM‐3^+^ and TCF1^−^TIM‐3^+^ subsets while increasing the frequency of stem‐like TCF1^+^TIM‐3^−^ Tpex subset and the expression of stemness‐associated marker Ly108 in a dose‐dependent manner (Figure 3B–D; Figure S3A). This shift toward a more stem‐like and less terminal exhaustion phenotype was accompanied by an elevation in the expression of TNF‐α and IFN‐γ (Figure 3E). Furthermore, a similar effect was observed when DADA was administered continuously from day 0 to day 6 (Figure S3B,C). It is worth noting that DADA did not directly promote the effector function of CD8^+^ T cells; in fact, it suppressed TNF‐α and IFN‐γ expression under conditions where CD8^+^ T cells were stimulated with anti‐CD3/CD28 mAbs for 24 or 48 h (Figure S3D,E). These suggested that the increased production of effector molecules results from the reduced terminal exhaustion of CD8^+^ T cells induced by DADA.

**FIGURE 3:**
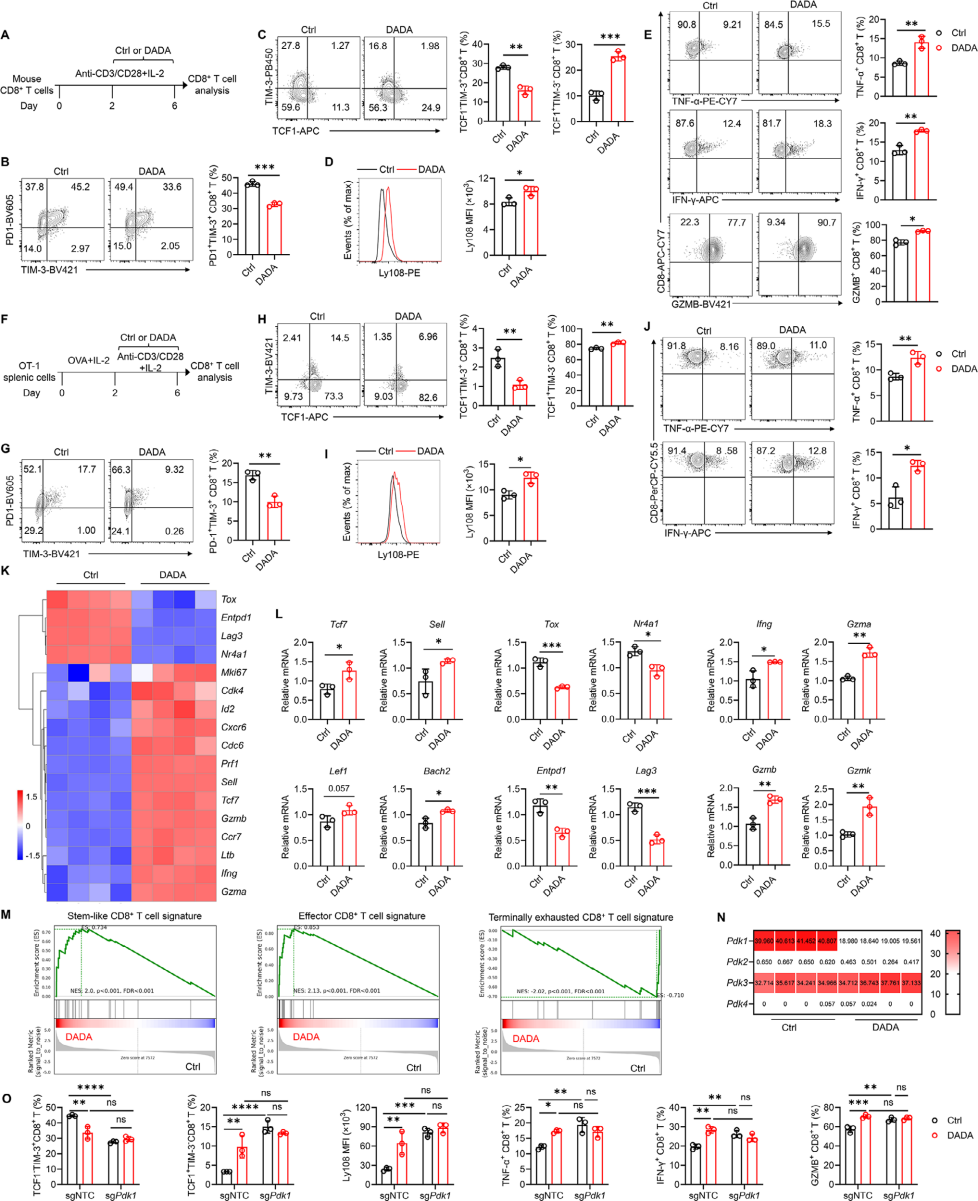
DADA enhances CD8^+^ T cell stemness in a PDK1‐dependent manner. (A) Schematic experimental procedure for the generation of mouse exhausted CD8^+^ T cells for (B–E): purified splenic CD8^+^ T cells were stimulated with anti‐CD3/CD28 mAbs and IL‐2 from for 6 days, with the addition of 40 µM DADA staring from day 3. (B–E) Representative flow cytometry plots and histogram, and quantification of PD‐1^+^TIM‐3^+^ (B), TCF1^−^TIM‐3^+^, TCF1^+^TIM‐3^−^ (C), Ly108 expression (D), TNF‐α^+^, IFN‐γ^+^, and GZMB^+^ (E) cells among CD8^+^ T cells; *n* = 3. The experiment was repeated three times. (F) Schematic experimental procedure for the generation of mouse exhausted OT‐1 CD8^+^ T cells for (G–J): splenic cells from OT‐1 mice were activated with ovalbumin (OVA) peptide and IL‐2 for 2 days, followed by stimulation with anti‐CD3/CD28 mAbs and IL‐2 in the presence of 40 µM DADA from day 3 to day 6. (G–J) Representative flow cytometry plots and histogram, and quantification of PD‐1^+^TIM‐3^+^ (G), TCF1^−^TIM‐3^+^, TCF1^+^TIM‐3^−^ (H), Ly108 expression (I), TNF‐α^+^ and IFN‐γ^+^ (J) cells among CD8^+^ T cells; *n* = 3. The experiment was repeated twice. (K) DADA‐ and DMSO‐treated mouse exhausted CD8^+^ T cells were collected for RNA‐seq. Heatmap showing the expression of selected genes. (L) mRNA levels of the indicated molecules in DADA‐ or DMSO‐treated mouse exhausted CD8^+^ T cells; *n* = 3. The experiment was repeated twice. (M) GSEA of DADA‐ versus DMSO‐treated mouse exhausted CD8^+^ T cells in indicated gene sets. NES, normalized enrichment score. (N) Heatmap showing the expression of *Pdk1*, *Pdk2*, *Pdk3*, and *Pdk4* in DADA‐ and DMSO‐treated mouse exhausted CD8^+^ T cells. (O) Mouse *Pdk1* knockout CD8^+^ T cells induced to exhaustion subjected to DADA treatment were collected. Quantification of TCF1^−^TIM‐3^+^, TCF1^+^TIM‐3^−^, Ly108 expression, TNF‐α^+^, IFN‐γ^+^ and GZMB^+^ cells among CD8^+^ T cells; *n* = 3. Data are presented as mean ± SD and are analyzed by unpaired t test (B‐E, G‐J, and L) and two‐way ANOVA (O); *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. ns, not significant.

Upon subjecting ovalbumin (OVA)‐specific TCR transgenic OT‐1 cells to persistent TCR stimulation, we observed that DADA enhanced the stem‐like phenotype while decreasing terminal exhaustion in these OT‐1 CD8^+^ T cells (Figure 3F–I). Moreover, DADA treatment led to an increase in the production of TNF‐α and IFN‐γ in OT‐1 CD8^+^ T cells (Figure 3J).

Consistent with the findings obtained from murine T cells, treatment with DADA in vitro led to a higher proportion of the CD62L^+^ cell population, which contains T memory stem cells (Tscm, CD62L^+^CD45RO^−^) and central memory T cells (Tcm, CD62L^−^CD45RO^+^), among human peripheral blood CD8^+^ T cells (Figure S3F,G). Additionally, these CD8^+^ T cells displayed increased expression of stemness‐associated marker CCR7, effector molecules GZMB and IFN‐γ, along with reduced expression of terminally exhausted markers TIM‐3 and TIGIT (Figure S3H–J).

To better characterize the differentiation status of CD8^+^ T cells, we performed bulk RNA sequencing (RNA‐seq) analysis on DMSO‐ or DADA‐treated mouse CD8^+^ T cells, and observed that DADA treatment led to a distinct transcriptional profile. 

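Splenic mouse CD8+ T cells were kept under persistent TCR stimulation for 6 days, with 40 µM DADA or DMSO in the medium from day 3, and 4 bulk RNA-seq libraries were made for each group. The authors deposited 1 value per gene and library, as fragments scaled to transcript length and to the mapped fragments of the library (FPKM), for 22520 genes and assembled transcripts, of which 6353 were listed at 0 in every library. The FPKM values of a library summed to between 450473 and 456939 with DMSO (median 452772) and to between 438299 and 449480 with DADA (median 442721). FPKM tables carry no read counts, so the depth was estimated from the steps between the lowest values of 4431 genes with a single annotated transcript. This gave 13620000 to 16160000 mapped fragments per library with DMSO (median 14550000) and 14990000 to 18450000 with DADA (median 18025000). At 150 bp from each end, these medians correspond to 4.365 Gb with DMSO and 5.4075 Gb with DADA, whereas the paper states at least 6 Gb of sequence per library, and the FPKM values use the mapped fragments. The values were analysed here as log2(FPKM + 1), over the 10666 genes and assembled transcripts that reached 1 FPKM in at least 4 of the 8 libraries. Differences between DADA and DMSO were tested with limma, with a mean-variance trend and Benjamini-Hochberg adjustment over the genes tested. On this scale, the change of genes with low FPKM is understated. For single values, a two-sided exact permutation test over the 70 assignments of the 8 libraries was used, whose smallest possible p with 4 against 4 libraries is 0.0286. Between replicate libraries, the median coefficient of variation was 3.54% with DMSO and 3.47% with DADA over the 5880 genes with a mean of at least 10 FPKM in both groups.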

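The first principal component held 80.1% of the variance between the 8 libraries and separated the DMSO-treated from the DADA-treated CD8+ T cells (exact permutation test, p = 0.0286). Without the filter on low values, the setting that moved this share most, it held 75.0%. Pearson correlations across genes were between 0.993 and 0.995 within each group and between 0.958 and 0.961 across the groups. Of the 10666 genes tested, 7064 (66.2%) had an adjusted p-value under 0.05, and 3296 of these were higher and 3768 lower in DADA-treated cells. Which direction held more calls depended on the scaling. The share of higher genes was 51.6% after rescaling each library to the same total and 42.2% after quantile normalization. Most of the called differences were small, with a median size of 0.31 on the log2 scale. Among them, 430 genes changed by at least 1, of which 380 were higher and 50 lower. A stricter filter, a mean of at least 5 FPKM, left 5741 genes with an adjusted p-value under 0.05, of which 268 changed by at least 1. The 4 values of one group lay all above or all below those of the other for 60.6% of the genes tested, where chance gives 2.86%. *Isg15*, *Usp18*, *Oasl1*, *Irf7* and *Mgarp* had the largest increases by a rule set before the data were examined, with log2 fold changes between 3.74 and 5.16, and *Usp18* and *Oasl1* were below 1 FPKM in every DMSO library. By the same rule, *Cox6a2*, *Trat1*, *Lag3*, *Csf2* and *Phyhd1* had the largest decreases, with log2 fold changes between -2.79 and -2.17.

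**Figure D1:**
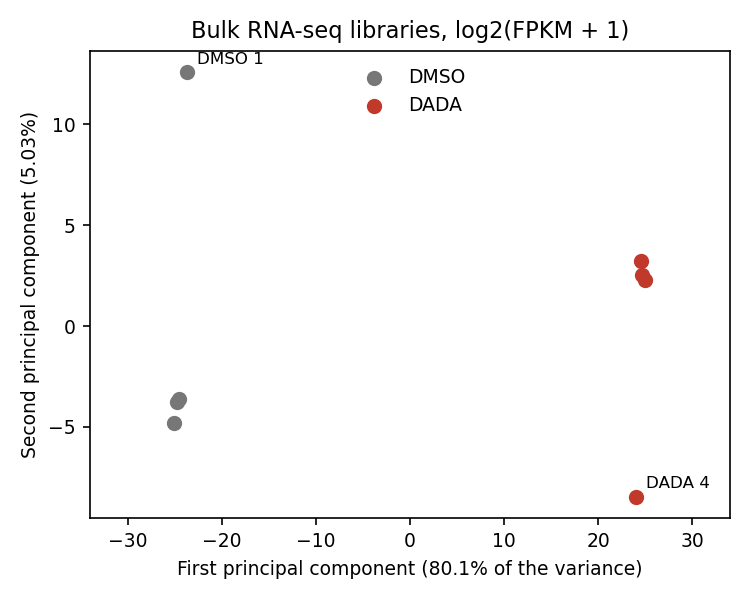
Scores of the 4 DMSO and 4 DADA libraries on the first principal component (x axis, 80.1% of the variance) and the second (y axis, 5.03%) of log2(FPKM + 1), 1 point per library. The DMSO libraries lie between -25.1 and -23.8 on the first component and the DADA libraries between 24.0 and 25.0, while DMSO 1 and DADA 4 lie apart from their groups on the second component.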

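In the bulk RNA-seq libraries, *Tcf7* (ENSMUSG00000000782) was at 32.9 ± 0.634 FPKM (SD, n = 4) with DMSO and 56.2 ± 1.17 FPKM (SD, n = 4) with DADA. Its log2 fold change was 0.75 (standard error 0.0254, limma, adjusted p = 3.75e-09). *Ccr7* (ENSMUSG00000037944) was already abundant with DMSO, at 266 ± 5.65 FPKM, and reached 455.0 ± 7.85 FPKM with DADA, a log2 fold change of 0.77 (limma, adjusted p = 1.28e-09). *Id2* (ENSMUSG00000020644) varied more between replicates, at 29.9 ± 2.38 FPKM with DMSO and 76.9 ± 10.5 FPKM with DADA, and its log2 fold change was 1.33 (standard error 0.0891, limma, adjusted p = 5.57e-07). Among the effector genes, *Ifng* (ENSMUSG00000055170) rose from 404 ± 20.1 to 649 ± 8.54 FPKM, a log2 fold change of 0.68 (limma, adjusted p = 6.39e-08). *Gzma* (ENSMUSG00000023132) was low with DMSO, between 0.781 and 2.36 FPKM, and lay between 10.7 and 11.7 FPKM with DADA. Its log2 fold change was 2.38 (standard error 0.183, limma, adjusted p = 1.54e-06), and 3.02 with a pseudocount of 0.1, the setting that moved it most. For each of these 5 genes, every DADA library was higher than every DMSO library (exact permutation test, p = 0.0286). *Gzmk* (ENSMUSG00000042385) stayed below the filter of 1 FPKM: it was listed at 0 in the 4 DMSO libraries and at 0.347, 0.219, 0.0779 and 0.398 FPKM in the 4 DADA libraries (exact permutation test, p = 0.0286). Fitted without the filter, over 16167 genes, *Gzmk* had an adjusted p-value of 0.00615 (limma), and no fold is given against a group listed at 0. The estimated depth was lower with DMSO, which was not excluded as a reason for the values at 0.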

Genes related to cell stemness, such as *Tcf7*, *Sell*, *Ccr7*, and *Id2*, along with genes related to effector functions, such as *Ifng*, *Gzma* and *Gzmk*, were enriched in DADA‐treated CD8^+^ T cells (Figure 3K). Conversely, genes associated with terminally exhaustion, such as *Tox*, *Nr4a1*, *Endpd1*, and *Lag3*, were decreased in DADA‐treated CD8^+^ T cells (Figure 3K). 

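*Tox* (ENSMUSG00000041272) was expressed at a low level, at 3.03 ± 0.169 FPKM (SD, n = 4) with DMSO and 1.72 ± 0.253 FPKM (SD, n = 4) with DADA. Its log2 fold change was -0.57 (standard error 0.0733, limma, adjusted p = 6.66e-05), and -0.79 with a pseudocount of 0.1. *Nr4a1* (ENSMUSG00000023034) fell from 125 ± 1.61 to 55.8 ± 2.27 FPKM, a log2 fold change of -1.15 (standard error 0.0301, limma, adjusted p = 5.70e-10). *Entpd1* (ENSMUSG00000048120) was at 3.58 ± 0.0875 FPKM with DMSO and 1.64 ± 0.101 FPKM with DADA, with a log2 fold change of -0.80 (limma, adjusted p = 3.58e-07). *Lag3* (ENSMUSG00000030124) fell the most of the 4 genes, from 169 ± 5.52 to 29.6 ± 0.584 FPKM, a log2 fold change of -2.47 (standard error 0.0281, limma, adjusted p = 3.42e-12). Each of the 4 genes was lower in every DADA library than in every DMSO library (exact permutation test, p = 0.0286). With each library left out in turn, the log2 fold change of *Tox* stayed between -0.62 and -0.53 and that of *Lag3* between -2.49 and -2.46. Of the 17 genes drawn in Figure 3K, the 13 drawn higher with DADA were higher here and the 4 drawn lower were lower, each with an adjusted p-value under 0.05. The call for *Mki67*, with a log2 fold change of 0.12 (limma, adjusted p = 0.0240), was lost without DMSO 1, DMSO 2, DADA 3 or DADA 4, where the log2 fold change was 0.11, 0.09, 0.11 and 0.11.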

Quantitative polymerase chain reaction (qPCR) analysis further validated increased mRNA expression of genes related to cell stemness, effector functions, and terminally exhaustion in CD8^+^ T cells following DADA treatment (Figure 3L). Gene set enrichment analysis (GSEA) demonstrated a higher enrichment of both a stem‐like signature and an effector CD8^+^ T signature, along with a decreased terminally exhausted signature, in DADA‐treated CD8^+^ T cells (Figure 3M). Together, these findings suggested that DADA prevents the differentiation of CD8^+^ T cell into terminally exhausted states, preserves their stemness and maintains their capacity to produce cytokines.

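The paper's gene sets were not used here. Enrichment was tested instead for 3 lists of the markers that the paper's text names for each state, with camera (inter-gene correlation 0.01, Benjamini-Hochberg over 16 lists). Of the 11 stemness markers, 10 passed the filter. Their median log2 fold change was 0.69 (camera, adjusted p = 3.64e-05), and 9 had an adjusted p-value under 0.05, all higher with DADA, over all genes tested and also when adjusted over the list alone. Of the 5 effector markers, 4 passed the filter, with a median log2 fold change of 0.95 (camera, adjusted p = 0.00130). All 4 had an adjusted p-value under 0.05 and were higher with DADA, over all genes tested and adjusted over the list alone. The 7 terminal exhaustion markers had a median log2 fold change of -0.80 (camera, adjusted p = 8.01e-05), and all 7 were lower with DADA, with an adjusted p-value under 0.05 over all genes tested and adjusted over the list alone. The paper picked several of these genes on the same libraries, so the counts adjusted over the list alone are not independent evidence. Under fry and under camera with an estimated correlation, the 3 lists kept an adjusted p-value under 0.05, the highest being 0.0371. A GSEA on the signal-to-noise metric, with 1000 random gene sets, gave normalized enrichment scores of 1.70 for the stemness list (adjusted p = 0.0101), 1.51 for the effector list (adjusted p = 0.0459) and -2.05 for the terminal exhaustion list (adjusted p = 0.00922). For the effector list, the setting that moved the median most was the fit without the filter on low values, with 5 genes and a median of 0.68.

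**Figure D2:**
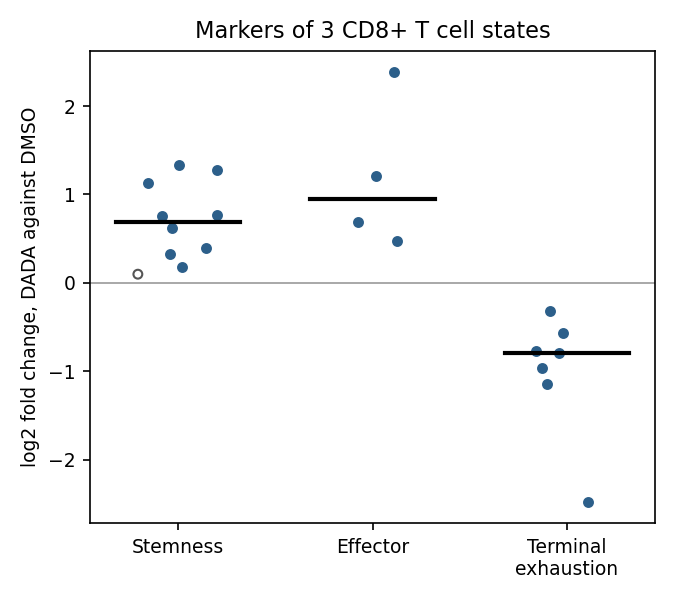
Log2 fold change of DADA-treated against DMSO-treated CD8+ T cells (y axis) for each gene of the 3 lists (x axis), 1 point per gene, filled where the adjusted p-value is under 0.05, with a bar at the median. The medians lie at 0.69 for stemness, 0.95 for effector and -0.80 for terminal exhaustion markers.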

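Further markers that the paper names for these states were also measured by bulk RNA-seq. *Gzmb* was among the most abundant transcripts and rose from 2946 ± 69.3 FPKM (SD, n = 4) with DMSO to 6837 ± 82.1 FPKM (SD, n = 4) with DADA, a log2 fold change of 1.21 (limma, adjusted p = 1.03e-10). *Prf1*, which Figure 3K also draws, rose from 25.0 ± 0.978 to 163 ± 4.50 FPKM, a log2 fold change of 2.66 (limma, adjusted p = 4.07e-12), and *Tnf* from 24.5 ± 1.17 to 34.3 ± 1.68 FPKM, a log2 fold change of 0.47. The transcript of PD-1, *Pdcd1*, fell from 35.1 ± 1.96 to 17.5 ± 0.523 FPKM, a log2 fold change of -0.96 (limma, adjusted p = 2.48e-08). *Tigit* had a log2 fold change of -0.77, and *Havcr2*, which encodes TIM-3, had a smaller one of -0.32 (limma, adjusted p = 0.00134). The transcript of Ly108, *Slamf6*, was at 5.52 ± 0.354 FPKM with DMSO and 6.05 ± 1.26 FPKM with DADA, a difference within the spread of the replicates (log2 fold change 0.10, limma, adjusted p = 0.446), which changed sign to -0.01 without DADA 3. Taking its findings together, the paper proposes that DADA holds CD8+ T cells back from terminal exhaustion and keeps their stemness and cytokine production.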

DADA is known as an inhibitor of PDK, whose family comprises four distinct isozymes—PDK1, PDK2, PDK3, and PDK4 [34]. We therefore ought to investigate which of these PDK isoenzymes regulate CD8^+^ T cell stemness. RNA‐seq data revealed high expression levels of *Pdk1* and *Pdk3* in CD8^+^ T cells undergoing persistent TCR stimulation, with *Pdk1* being downregulated following DADA treatment (Figure 3N). This indicated that PDK1 might play a crucial role in the differentiation of CD8^+^ T cells and could be a potential target of DADA. Accordingly, using single‐guide RNA (sgRNA) to silence *Pdk1* was sufficient to inhibit terminal exhaustion, and enhance the stem‐like characteristics and cytokine production of these cells to a level comparable to that induced by DADA (Figure 3O). Moreover, DADA was unable to further enhance the cell stemness and cytokine production in *Pdk1* knockout CD8^+^ T cells (Figure 3O; Figure S3K). Furthermore, the overexpression of *Pdk1* increased the frequency of Tex subset while reducing the frequencies of Tpex subset and effector molecule‐expressing cells, with these changes being reversible by DADA (Figure S3L,M). In contrast, the silencing of *Pdk2*, *Pdk3*, or *Pdk4* did not affect the terminal exhaustion, cell stemness or cytokine production in CD8^+^ T cells, irrespective of the presence of DADA (Figure S3N,O), underscoring the specific and non‐redundant role of PDK1 in mediating DADA's promotion of CD8^+^ T cell stemness. These results collectively suggest that DADA enhances CD8^+^ T cell stemness in a PDK1‐dependent manner.

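*Pdk1* (ENSMUSG00000006494) was at 40.7 ± 0.614 FPKM (SD, n = 4) with DMSO and at 19.0 ± 0.381 FPKM (SD, n = 4) with DADA. Its log2 fold change was -1.06 (standard error 0.0258, limma, adjusted p = 3.53e-10), every DADA library was below every DMSO library (exact permutation test, p = 0.0286), and the alternatives tried left it between -1.09 and -1.03. *Pdk3* (ENSMUSG00000035232) was at a similar level, 34.4 ± 1.25 FPKM with DMSO and 36.6 ± 1.32 FPKM with DADA. Its log2 fold change of 0.09 was not past the threshold (limma, adjusted p = 0.0511; exact permutation test, p = 0.0857), although other scalings gave 0.11 to 0.12 with an adjusted p-value under 0.05. *Pdk2* (ENSMUSG00000038967) did not reach 1 FPKM in any library, at 0.646 ± 0.0197 FPKM with DMSO and 0.411 ± 0.104 FPKM with DADA. Fitted without the filter, it had a log2 fold change of -0.23 (limma, adjusted p = 0.00677), and every DADA library was below every DMSO library (exact permutation test, p = 0.0286). *Pdk4* (ENSMUSG00000019577) was listed at 0 in 3 DMSO and 2 DADA libraries and reached at most 0.0573 FPKM. Fitted without the filter, it was not called (limma, adjusted p = 0.807), and at this level its fold says little.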

### 2.4 DADA‐Triggered Metabolic Reprogramming Promotes CD8^+^ T Cell Stemness

PDC, which catalyzes the irreversible conversion of pyruvate to Acetyl‐CoA in the mitochondria, plays a critical role in maintaining the delicate balance between glycolysis and OXPHOS, with its enzymatic activity inhibited by PDK‐mediated phosphorylation and activated by pyruvate dehydrogenase phosphatase‐mediated dephosphorylation [28]. Given our observation that DADA enhances CD8^+^ T cell stemness through PDK1, we proceeded with further investigations into its effect on CD8^+^ T cell metabolism. We indeed detected DADA treatment led to higher concentrations of Acetyl‐CoA in CD8^+^ T cells (Figure 4A). As Acetyl‐CoA can provide acetyl group onto histones to facilitate histone acetylation, we consistently observed increased levels of histone H3 lysine residue 27 acetylation (H3K27ac)—a recognized epigenetic modification known to enhance the stemness of T cells—in DADA‐treated CD8^+^ T cells (Figure S4A). 

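For the bulk RNA-seq libraries, 6 metabolic lists were fixed before the data were examined, since the pathway sets of the paper were not used here. The 82 nuclear-encoded subunits of the OXPHOS complexes that passed the filter had a median log2 fold change of -0.15 (camera, adjusted p = 6.24e-04), with 9 genes higher and 46 lower in DADA-treated CD8+ T cells. This call held under fry and in the GSEA (normalized enrichment score -1.54, adjusted p = 0.0101), but not under camera with an estimated correlation (adjusted p = 0.322). The median lay inside the range of -0.17 to -0.02 that held the middle 95% of random lists of the same mean expression. The 13 mitochondrially encoded subunits went both ways, with 8 higher and 4 lower, a median of 0.13 (camera, adjusted p = 0.383) and a normalized enrichment score of -1.23 (adjusted p = 0.245). Their median lay above the middle 95% of random lists of the same mean expression (-0.30 to 0.10). The DMSO and DADA libraries overlapped in the mean of this list, however (exact permutation test, p = 0.371). *Cox5a* (ENSMUSG00000000088) rose from 152 ± 8.75 FPKM (SD, n = 4) to 189 ± 2.17 FPKM (SD, n = 4), a log2 fold change of 0.32 (limma, adjusted p = 3.59e-05). *Cox7c* (ENSMUSG00000017778) fell from 115 ± 1.98 to 99.1 ± 6.57 FPKM, a log2 fold change of -0.21 (limma, adjusted p = 0.00142). The 63 genes of the mTOR pathway had a median log2 fold change of 0.04 (camera, adjusted p = 0.236), with 24 higher and 17 lower, and a call under fry alone (adjusted p = 3.19e-05). Carbon metabolism was covered by 3 lists. The 27 genes of the TCA cycle and pyruvate dehydrogenase list had a median of -0.34 (camera, adjusted p = 7.81e-05), with 3 higher and 22 lower. This list also holds *Pcx* (0.97), *Pdp1*, *Pdp2* and the mitochondrial pyruvate carrier genes *Mpc1* and *Mpc2* (-0.78). It shares *Sdha*, *Sdhb*, *Sdhc* and *Sdhd* with the nuclear OXPHOS list. The 15 serine, one-carbon and pentose phosphate enzymes had a median of -0.31 (camera, adjusted p = 0.00146), with 2 higher and 11 lower. The 21 glycolysis genes had a median of 1.00 (camera, adjusted p = 3.51e-04), with 15 higher and 5 lower, the largest fall being in *Slc2a1* (-1.96) and the largest rise in *Aldoc* (2.76). Their calls held under fry and under the estimated correlation. *Gapdh*, singled out after its values were seen, spread from 26.2 to 145 FPKM with DMSO and from 119 to 385 FPKM with DADA, so its value is uncertain, since the authors' assignment could split its fragments with near-identical copies. The counts adjusted over the list alone differed by 1 gene in 2 of these lists, with 4 higher genes for the TCA cycle and 12 lower for the serine list.

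**Figure D3:**
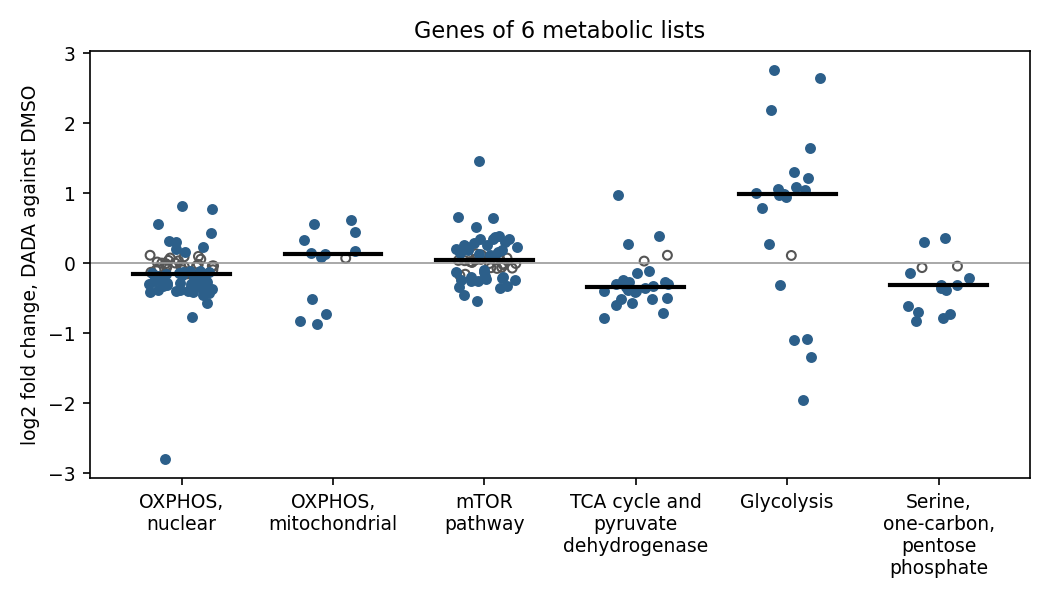
Log2 fold change of DADA-treated against DMSO-treated CD8+ T cells (y axis) for each gene of the 6 metabolic lists (x axis), 1 point per gene, filled where the adjusted p-value is under 0.05, with a bar at the median. The medians run from -0.34 for the TCA cycle and pyruvate dehydrogenase list to 1.00 for glycolysis. Each list holds genes that rose and genes that fell.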

Pathway enrichment and GSEA analyses revealed an enrichment of metabolic pathways, including OXPHOS, the mTOR signaling pathway, and the carbon metabolism in DADA‐treated CD8^+^ T cells (Figure 4B,C). qPCR analysis confirmed the increased mRNA expression of OXPHOS‐related genes such as *Cox5a* and *Cox7c* (Figure 4D). Seahorse analysis further validated that DADA treatment promoted OXPHOS in CD8^+^ T cells, as measured by oxygen consumption rate (OCR), in terms of basal respiration, maximal respiration and spare respiratory capacity (Figure 4E). Notably, DADA exhibited a negligible effect on glycolysis in these cells (Figure 4F).

**FIGURE 4:**
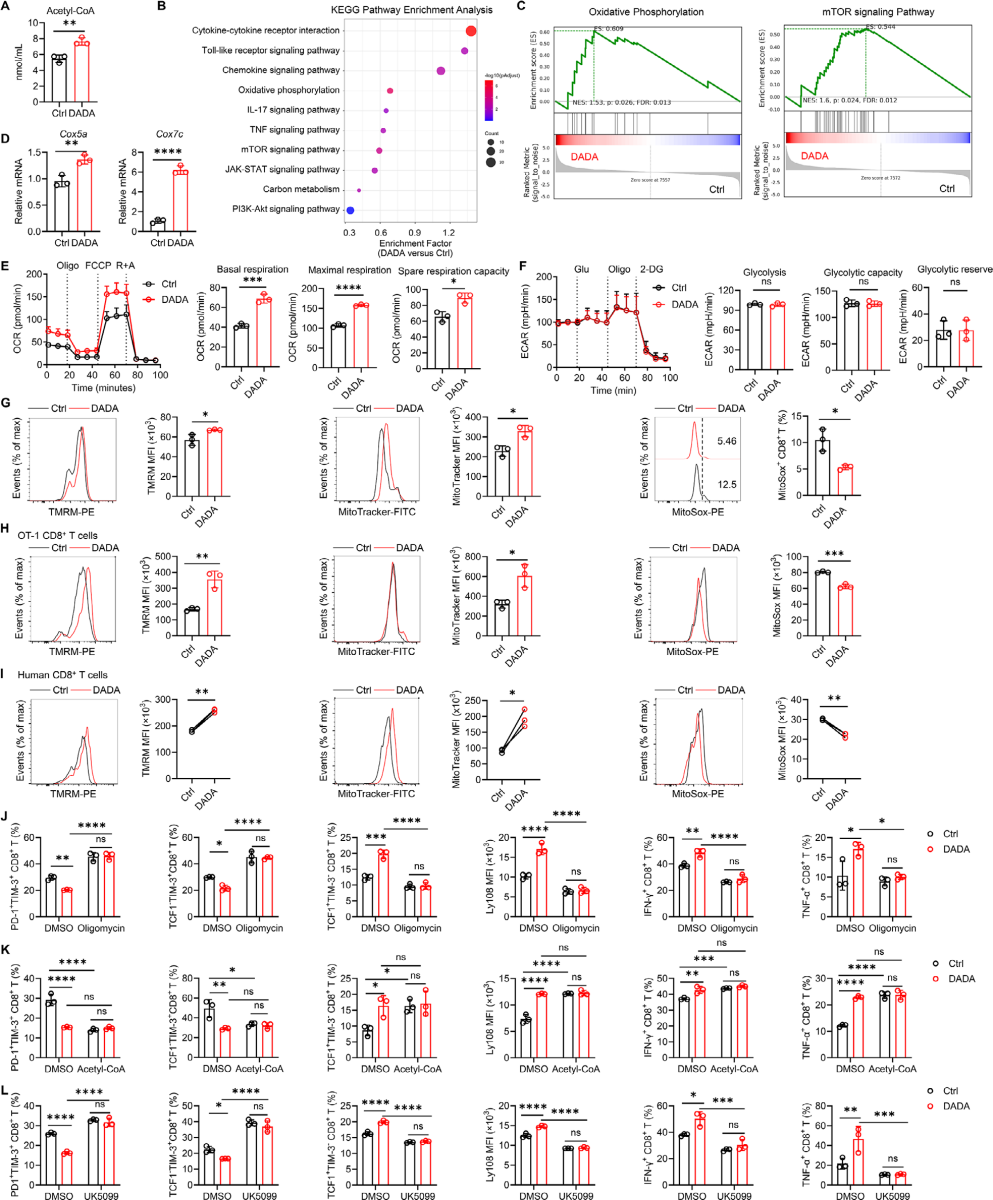
DADA enhances CD8^+^ T cell stemness by triggering OXPHOS. (A) Acetyl‐CoA contents in DADA‐ and DMSO‐treated mouse exhausted CD8^+^ T cells; *n* = 3. The experiment was repeated twice. (B) Top 10 pathways upregulated in DADA‐ versus DMSO‐treated exhausted CD8^+^ T cells. (C) GSEA of DADA‐ versus DMSO‐treated mouse exhausted CD8^+^ T cells in indicated gene sets. (D) mRNA levels of the indicated molecules in DADA‐ and DMSO‐treated mouse exhausted CD8^+^ T cells; *n* = 3. The experiment was repeated twice. (E) OCR of DADA‐ and DMSO‐treated mouse exhausted CD8^+^ T cells. Oligo, oligomycin; FCCP, carbonyl cyanide p‐trifluoromethoxyphenylhydrazone; R+A, rotenone and antimycin A; *n* = 3. The experiment was repeated twice. (F) Extracellular acidification rate (ECAR) of DADA‐ and DMSO‐treated mouse exhausted CD8^+^ T cells. Glu, glucose; Oligo, oligomycin; 2‐DG, 2‐deoxyglucose; *n* = 3. The experiment was repeated twice. (G) The mitochondrial membrane potential (TMRM staining), mitochondrial mass (MitoTracker Deep Red) and mitochondrial superoxide (MitoSox Red) of DADA‐ and DMSO‐treated mouse exhausted CD8^+^ T cells were measured. Representative histograms and quantification of TMRM, MitoTracker, and MitoSox in CD8^+^ T cells; *n* = 3. The experiment was repeated three times. (H) Representative histograms and quantification of TMRM, MitoTracker, and MitoSox in DADA‐ and DMSO‐treated mouse exhausted OT‐1 CD8^+^ T cells; *n* = 3. The experiment was repeated three times. (I) Representative histograms and quantification of TMRM, MitoTracker, and MitoSox in DADA‐ and DMSO‐treated human exhausted CD8^+^ T cells; *n* = 3. The experiment was repeated three times. (J) Mouse exhausted CD8^+^ T cells subjected to DADA and Oligomycin (1 µM) combined treatment or single treatment were collected. Quantification of PD‐1^+^TIM‐3^+^, TCF1^−^TIM‐3^+^, TCF1^+^TIM‐3^−^, Ly108 expression, TNF‐α^+^ and IFN‐γ^+^ cells among CD8^+^ T cells; *n* = 3. The experiment was repeated twice. (K) Mouse exhausted CD8^+^ T cells subjected to DADA and Acetyl‐CoA (2 mM) combined treatment or single treatment were collected. Quantification of PD‐1^+^TIM‐3^+^, TCF1^−^TIM‐3^+^, TCF1^+^TIM‐3^−^, Ly108 expression, TNF‐α^+^ and IFN‐γ^+^ cells among CD8^+^ T cells; *n* = 3. The experiment was repeated twice. (L) Mouse exhausted CD8^+^ T cells subjected to DADA and UK5099 (20 µM) combined treatment or single treatment were collected. Quantification of PD‐1^+^TIM‐3^+^, TCF1^−^TIM‐3^+^, TCF1^+^TIM‐3^−^, Ly108 expression, TNF‐α^+^ and IFN‐γ^+^ cells among CD8^+^ T cells; *n* = 3. The experiment was repeated twice. Data are presented as mean ± SD and are analyzed by unpaired t test (A, D, and E–H), paired t test (I) and two‐way ANOVA (J–L); *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. ns, not significant.

Mitochondria serve as hubs of metabolic activity that couple the TCA cycle to OXPHOS for optimal energy production [17]. We consistently observed that DADA improved mitochondrial fitness, as evidenced by the increased mitochondrial membrane potential and mass, as well as decreased mitochondrial ROS production (Figure 4G). Similar improvements in metabolic fitness induced by DADA were also noted in OT‐1 CD8^+^ T cells and human CD8^+^ T cells (Figure 4H,I). These results collectively suggested that DADA orchestrates a metabolic shift toward enhanced OXPHOS and improved mitochondrial fitness in CD8^+^ T cells.

We next investigated whether the enhanced OXPHOS induced by DADA contributes to the promotion of CD8^+^ T cell stemness. CD8^+^ T cells were exposed to persistent TCR stimulation in the presence of DADA with or without oligomycin (an OXPHOS pan inhibitor). The data showed that when OXPHOS was blocked, DADA failed to decrease terminal exhaustion, enhance cell stemness and improve mitochondrial fitness in CD8^+^ T cells (Figure 4J; Figure S4B).

The increased OXPHOS is supported by the increased TCA cycle. Accordingly, directly feeding CD8^+^ T cells with Acetyl‐CoA, a substrate that fuels the TCA cycle, replicated DADA's promotion on cell stemness and mitochondria fitness (Figure 4K; Figure S4C). Moreover, the simultaneous administration of DADA and Acetyl‐CoA did not lead to a better improvement (Figure 4K; Figure S4C). Given that cytosolic pyruvate needs to be transported to the mitochondria, a process mediated by the mitochondrial pyruvate carrier (MPC) [35], for subsequent conversion into acetyl‐CoA by PDC, we utilized UK5099 to block MPC activity. The blockade of MPC abolished the effects of DADA on CD8^+^ T cells (Figure 4L; Figure S4D). Together, these findings suggest that DADA enhances OXPHOS and mitochondria fitness by boosting intracellular Acetyl‐CoA production, thereby promoting the stemness of CD8^+^ T cells.

### 2.5 DADA Improves ACT and ICB Immunotherapy Efficacy

Recent studies have highlighted that stem‐like Tpex cells as the key T cell subset that responds to ACT therapy and ICB therapies [2, 3, 4, 13, 14, 15, 16]. We investigated whether CD8^+^ T cells treated with DADA exhibited better anti‐tumor responses post‐transfer. Splenic cells isolated from OT‐1 mice, following initial OVA peptide activation, were cultured with anti‐CD3/CD28 mAbs in the presence of DADA or DMSO. These cells were then labeled with CTV and adoptively transferred into MC38‐OVA‐bearing mice (Figure 5A). Compared to control OT‐1 cells, DADA‐treated OT‐1 cells demonstrated a significant inhibition of tumor growth (Figure 5B–D). Moreover, we detected increased cell counts of transferred OT‐1 CD8^+^ T cells, accompanied by elevated Ki67 expression in these cells, in the tumor microenvironment of mice receiving DADA‐treated OT‐1 cells, suggesting improved persistence and proliferation of DADA‐treated OT‐1 cells in vivo (Figure 5E,F). Additionally, DADA‐treated OT‐1 CD8^+^ T cells within tumor and TDLN exhibited a shift toward a less Tex and more Tpex phenotype, with enhanced effector functions (Figure 5F; Figure S5A).

**FIGURE 5:**
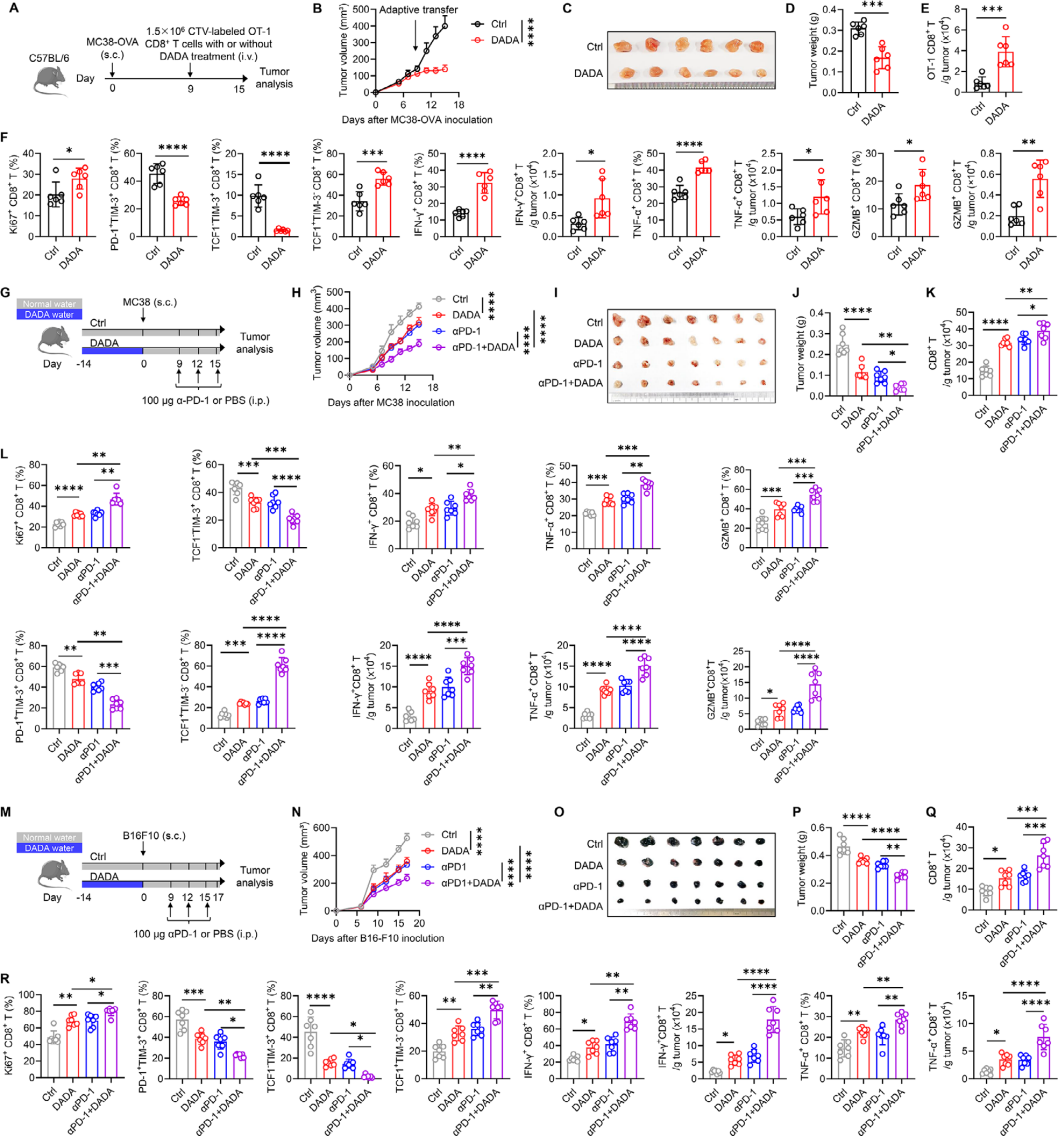
DADA improves the efficacy of ACT and ICB immunotherapies. (A) Schematic experimental procedure in (B–F): CTV‐labeled OT‐1 cells, which had undergone an initial activation with OVA peptide for 2 days and subsequent stimulation with anti‐CD3/CD28 mAbs and IL‐2 in the presence of DADA for 4 days, were transferred into MC38‐OVA tumor‐bearing mice. (B–D) Tumor growth curves (B), images of tumors (C), and tumor weights (D) at 15 days after MC38‐OVA inoculation; *n* = 6. (E,F) Quantification of transferred OT‐1 CD8^+^ T (E), Ki67^+^ CD8^+^ T, PD‐1^+^TIM‐3^+^ CD8^+^ T, TCF1^−^TIM‐3^+^ CD8^+^ T, TCF1^+^TIM‐3^−^ CD8^+^ T, IFN‐γ^+^ CD8^+^ T, TNF‐α^+^ CD8^+^ T, and GZMB^+^ CD8^+^ T (F) cells from tumor; *n* = 6. (G) Schematic experimental procedure in (H–L): WT mice were fed with DADA‐containing or normal water from day ‐14 until day 0, and were injected (s.c.) with MC38 cells on day 0. Anti‐PD‐1 mAb were injected (i.p.) on day 9, 12 and 15. (H–J) Tumor growth curves (H), images of tumors (I), and tumor weights (J) at 15 days after MC38 inoculation; *n* = 7. The experiment was repeated three times. (K,L) Quantification of CD8^+^ T (K), Ki67^+^ CD8^+^ T, PD‐1^+^TIM‐3^+^ CD8^+^ T, TCF1^−^TIM‐3^+^ CD8^+^ T, TCF1^+^TIM‐3^−^ CD8^+^ T, IFN‐γ^+^ CD8^+^ T, TNF‐α^+^ CD8^+^ T, and GZMB^+^CD8^+^ T (L) cells from tumor; *n* = 7. The experiment was repeated three times. (M) Schematic experimental procedure in (N–R): WT mice were fed with DADA‐containing or normal water from day ‐14 until day 0, and were injected (s.c.) with B16‐F10 cells on day 0. Anti‐PD‐1 mAb were injected (i.p.) on day 9, 12 and 15. (N‐P) Tumor growth curves (N), images of tumors (O), and tumor weights (P) at 17 days after B16‐F10 inoculation; *n* = 7. The experiment was repeated three times. (Q,R) Quantification of CD8^+^ T (Q), Ki67^+^ CD8^+^ T, PD‐1^+^TIM‐3^+^ CD8^+^ T, TCF1^−^TIM‐3^+^ CD8^+^ T, TCF1^+^TIM‐3^−^ CD8^+^ T, IFN‐γ^+^ CD8^+^ T, and TNF‐α^+^ CD8^+^ T (R)cells from tumor; *n* = 7. The experiment was repeated three times. Data are presented as mean ± SD and are analyzed by two‐way ANOVA (B, H, and N), unpaired t test (D–F), and one‐way ANOVA (J–L, and P‐R); *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. ns, not significant.

We next tested the influence of DADA on ICB immunotherapy. In subcutaneous tumor models characterized by either strong immunogenicity (MC38 and B16‐F10 models) or weak immunogenicity (4T1 and LLC models), the administration of DADA effectively enhanced the efficacy of anti‐PD‐1 therapy, and increased the cell counts of tumor‐infiltrating CD8^+^ T cells and their Ki67 expression (Figure 5G–R; Figure S5B–K). Reduced Tex cells, increased Tpex cells and higher proportions of effector cytokine‐producing CD8^+^ T cells were detected within the tumor and TDLN in mice receiving anti‐PD‐1 antibody combined with DADA (Figure 5L,R; Figure S5L,M). These results collectively suggested that DADA bolsters the Tpex population and improves the efficacy of ACT and ICB immunotherapies.

### 2.6 DADA Potentiates the Anti‐Tumor Potency of Human CAR‐T Cells

To gain further insight into potential therapeutic strategies, we investigated the impact of DADA on genetically engineered chimeric antigen receptor (CAR)‐T cells. Second‐generation CAR‐T cells targeting CD19 were generated through lentivirus infection and subsequently exposed to either DADA or DMSO (Figure 6A), and CAR expression was quantified using GFP as a reporter (Figure S6A,B). The DADA treatment increased the proportion of the CD62L^+^ cell population among CAR‐T cells, including both CD4^+^ and CD8^+^ subsets (Figure 6B; Figure S6C–E). Moreover, DADA increased the expression of CCR7 on CAR‐T cells and promoted the expansion of CAR‐T cells in vitro (Figure 6C,D). These findings demonstrated that DADA endows CAR‐T cells with a stem‐like phenotype.

**FIGURE 6:**
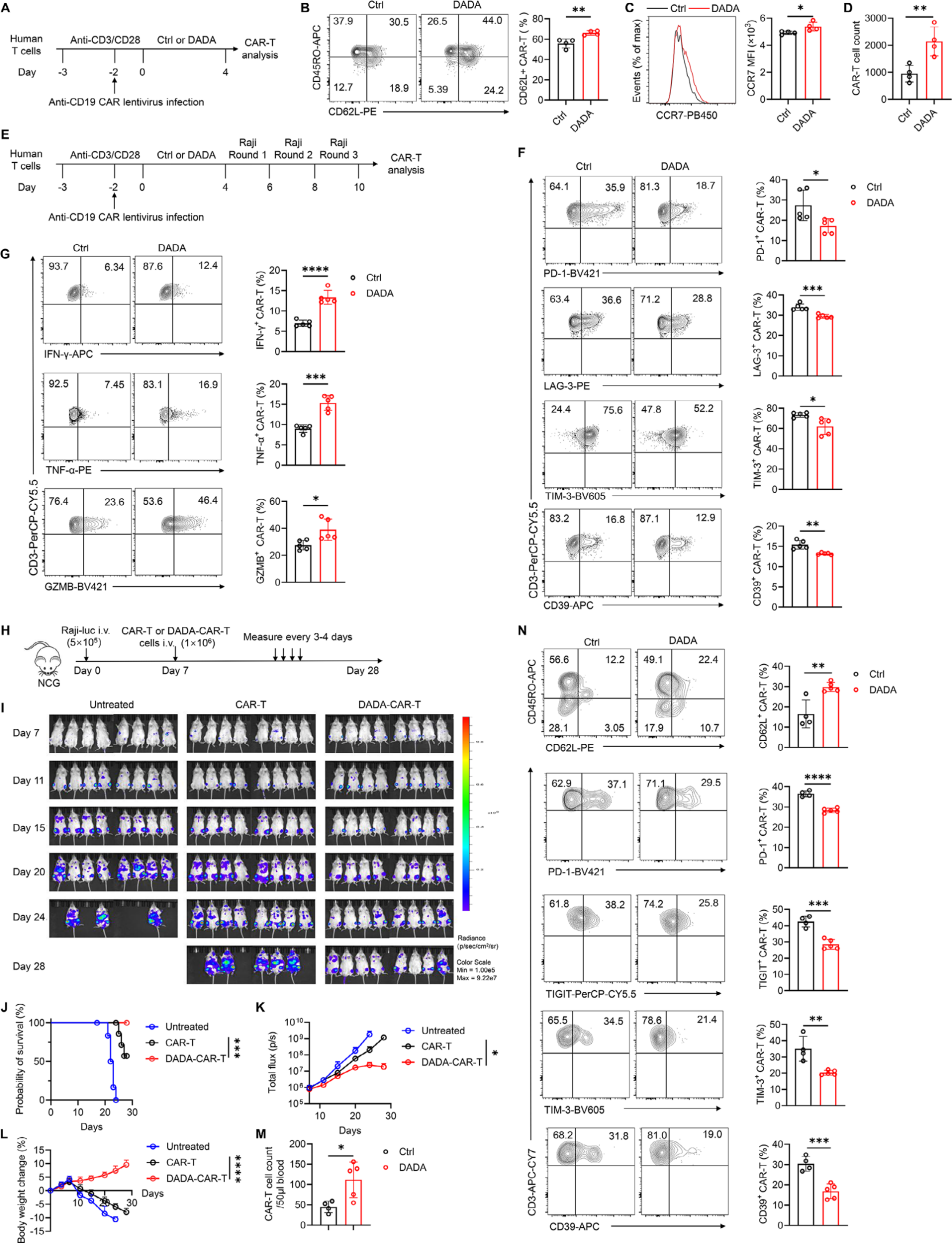
DADA potentiates the anti‐tumor potency of human CAR‐T cells. (A) Schematic experimental procedure for (B–D): CAR‐T cells were generated and were then treated with DADA (40 µM) for 4 days. (B,C) Representative flow cytometry plots, histogram, and quantification of CD62L^+^ cell and the CCR7 expression among CAR‐T cells; *n* = 4. (D) Quantification of total CAR‐T cells; *n* = 4. (E) Schematic experimental procedure for (F) and (G): CAR‐T cells were generated and were then treated with DADA (40 µM) for 4 days. Subsequently, these CAR‐T cells were collected, washed to remove DADA, and underwent 3 rounds of co‐culture with Raji cells at an effector‐to‐target ratio of 1:1. DADA was not present during the Raji cell stimulation phase. (F,G) Representative flow cytometry plots and quantification of PD‐1^+^, LAG‐3^+^, TIM‐3^+^, and CD39^+^ (F), IFN‐γ^+^, TNF‐α^+^ and GZMB^+^ (G) cells among CAR‐T cells; *n* = 5. (H) Schematic experimental procedure for (I)‐(N): NCG mice were injected (i.v.) with Raji‐luc cells on day 0, and were injected (i.v.) with DADA‐ or DMSO‐pretreated CAR‐T cells on day 7. (I–L) Bioluminescence images (I), survival curves (J), average bioluminescence curves (K), weight loss curves (L) were shown; n = 8. (M,N) Representative flow cytometry plots and quantification of CAR‐T cells (M), CD62L^+^, PD‐1^+^ TIM‐3^+^, TIGIT^+^, and CD39^+^, cells among CAR‐T cells (N) from peripheral blood on day 28. Data are presented as mean ± SD and are analyzed by unpaired t test (B–D, F, G, M, and N), log‐rank Mantel–Cox test (J), and two‐way ANOVA (K and L); *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. ns, not significant.

Next, DADA‐ or DMSO‐treated CAR‐T cells were subjected to multiple rounds of stimulation with Raji cells which express CD19 to induce exhaustion (Figure 6E). Compared to DMSO‐treated CAR‐T cells, DADA treatment led to a reduction in the expression of PD‐1, LAG‐3, TIM‐3, and CD39, while increasing the expression of IFN‐γ, TNF‐α and GZMB, including both CD4^+^ and CD8^+^ subsets (Figure 6F,G; Figure S6F,G). Moreover, consistent alterations were also observed in CAR‐T cells when they were generated from purified human CD8^+^ T cells (Figure S6H,I). These finding suggest that DADA prevents the terminal exhaustion of CAR‐T cells over persistent antigen stimulation.

We then evaluated the anti‐tumor efficacy of DADA‐treated CD19 CAR‐T cells using a Raji xenograft model. Immune‐deficient NCG (NOD/ShiLtJGpt‐*Prkdc* ^em26Cd52^ *Il2rg* ^em26Cd22^/Gpt) mice were intravenously injected with Raji cells stably expressing luciferase (Raji‐luc), and then received the adoptive transfer of a suboptimal number of DMSO‐ or DADA‐treated CAR‐T cells (Figure 6H). The infusion of DADA‐treated CAR‐T cells led to improved tumor control (Figure 6I–L). Moreover, higher cell counts of CAR‐T cells were detected in the blood of mice receiving DADA‐treated CAR‐T cells (Figure 6M). We also found that DADA‐treated CAR‐T cells displayed lower expression of exhaustion markers in vivo (Figure 6N). Importantly, no tissue damage was observed in mice received DADA‐treated CAR‐T cells (Figure S6J). These results suggested that DADA‐treated CAR‐T cells demonstrated a better anti‐tumor potency, prolonged in vivo persistence/expansion and reduced terminal exhaustion. Collectively, these findings underscore the potential of DADA as a therapeutic strategy to improve the efficacy of CAR‐T cell therapy.

## 3 Discussion

The terminal exhaustion of CD8^+^ T cells poses a significant challenge to effective anti‐tumor immune responses and limits the efficacy of many current immunotherapies. In contrast, stem‐like Tpex cells emerge as a promising subset recognized for their capacity to generate enduring anti‐tumor immune responses and exhibit heightened responsiveness to immunotherapies [2, 3, 4, 12, 13, 14, 15, 16]. Our study sheds light on the potential of DADA in enhancing CD8^+^ T cell‐mediated anti‐tumor immunity and enhances the effectiveness of ICB and ACT immunotherapies by bolstering the Tpex population.

PDC, whose enzymatic activity is inhibited by PDK‐mediated phosphorylation, functions as the key enzyme governing Acetyl‐CoA production. Inhibition of PDK by DADA led to increased acetyl‐CoA production. Apart from its role as a substrate of TCA cycle, Acetyl‐CoA can provide acetyl group onto histones to facilitate histone acetylation, an epigenetic modification known to bolster CAR‐T cell resistance to exhaustion and to enhance T cell stemness [36, 37]. The present study has demonstrated the contribution of DADA‐induced elevation of Acetyl‐CoA and OXPHOS to the enhancement of cellular stemness; however, the comprehensive impact of DADA on histone acetylation in CD8^+^ T cells remains unexplored. Given the prolonged persistence and durable anti‐tumor responses observed in DADA‐treated OT‐1 and CAR‐T cells in vivo, it is reasonable to speculate that the long‐lasting effects of DADA on T cell stemness may involve epigenetic modifications, particularly histone acetylation. It will be worth investigating the interrelationships among DADA, histone acetylation and CD8^+^ T cell stemness in future.

Tumor cells predominantly rely on heightened glycolysis and lactic acid fermentation to sustain their rapid proliferation and growth. DADA exhibits anti‐cancer capabilities by inhibiting glycolysis in tumor cells [30, 31]. Moreover, inhibition of glycolysis by DADA also mitigates lactic acid accumulation, a factor known to impair the effector functions of CD8^+^ T cells [38, 39, 40]. Here, our study reveals a previously unknown aspect by illustrating that DADA can directly influence CD8^+^ T cells, enhancing their stemness and fostering robust anti‐tumor immune responses. This deepens our understanding of the anti‐tumor mechanisms of DADA, indicating that utilizing DADA for tumor treatment could address multiple objectives simultaneously, including restraining tumor cell growth, ameliorating the acidic tumor microenvironment, and enhancing CD8^+^ T cell stemness. These findings hint at the promising clinical potential of DADA in tumor therapy.

It is noteworthy that we observed DADA significantly improving CD8^+^ T cell OXPHOS while exerting a minimal influence on glycolysis. The different effect of DADA on glycolysis in CD8^+^ T cells compared to tumor cells highlights the intricacy of metabolic processes in distinct cellular contexts. We speculate that within the context of CD8^+^ T cell exhaustion, the pivotal factor influencing lactic acid production may be the expression level or enzymatic activity of lactate dehydrogenase (LDH), which is responsible for converting pyruvate to lactic acid, rather than cellular pyruvate levels. Although lactic acid has been linked to the modulation of CD8^+^ T cell stemness [41], the specific role of LDH in CD8^+^ T cell stemness remains a topic requiring further exploration.

Mitochondrial dysfunction characterized by membrane depolarization, metabolic alterations, and excessive ROS generation, promotes the transition from Tpex cells to Tex cells through glycolytic reprogramming [23, 24, 25, 42, 43]. A recent study has revealed that inhibiting glycolysis through pharmacological inhibition of hexokinase or through genetic ablation of *Hif1α* prevents the transition from Tpex cells to Tex cells [42]. However, these two approaches not only inhibit glycolysis, but also induce metabolic reprogramming, such as increased OCR and mitochondrial respiration, raising questions about which factor truly governs T cell stemness and terminal exhaustion.

Given the observed specific effect of DADA on CD8^+^ T cell OXPHOS, we found that improving OXPHOS and mitochondrial fitness without perturbing glycolysis is sufficient to preserve CD8^+^ T cell stemness. This implies that glycolytic shift might be a consequence of metabolic reprogramming rather than being the primary driver of inducing CD8^+^ T cell stemness. Enhancing OXPHOS and mitochondrial fitness could be pivotal in promoting Tpex cells. Future investigations focusing on enhancing OXPHOS and mitochondrial fitness, exemplified by DADA, hold significant promise for improving the effectiveness of CD8^+^ T cell‐based cancer immunotherapies.

Recent studies have highlighted metabolic interventions, such as MPC inhibitors and isocitrate dehydrogenase 2 (IDH2) inhibitors, as pivotal regulators of CD8^+^ T cell fate. MPC inhibitors block cytosolic pyruvate import into mitochondria, thereby limiting acetyl‐CoA production; this mechanistic feature drives functional incompatibility with DADA. Consistently, MPC deficiency has been reported to enhance terminal exhaustion of CD8^+^ T cells and impair their effector functions in the tumor microenvironment [44, 45]. In contrast, IDH2 inhibitors act on the TCA cycle by inhibiting the conversion of isocitrate to α‐ketoglutarate, modulating metabolic intermediates and redox homeostasis to prevent T cell exhaustion [46]. Given their non‐overlapping mechanism with DADA, these inhibitors hold promising synergistic potential via complementary effects. These mechanistic insights into metabolic interventions provide a rational foundation for developing combinatorial strategies to enhance CD8^+^ T cell stemness and anti‐tumor efficacy.

Currently, CAR‐T cells designed to target specific tumor types, such as B cell malignancies, have shown remarkable efficacy in both experimental and clinical settings [47, 48]. However, CAR‐T therapy imposes considerable economic burden on patients due to the high cost of CAR‐T cell manufacture and logistical complexities [49]. Moreover, the intricate CAR‐T cell manufacturing process generally encompasses isolation and enrichment of T cells, activation and expansion of T cells, transduction of T cells with CAR, and ex vivo expansion of CAR‐T cells, demanding a lot of time. Any delays in CAR‐T cell manufacture could prove fatal for this highly malignant disease [50]. Thus, a strategy involving a low but effective cell dosage could help reduce the manufacturing cost and shorten the manufacture‐to‐infusion timeline [51]. Notably, DADA‐treated CAR‐T cells at a sub‐optimal dose exhibited a superior anti‐tumor potency, prolonged persistence, and resistance to exhaustion in vivo, offering a promising direction for improving accessibility and timely delivery of CAR‐T cell therapy [52, 53].

## 4 Methods

### 4.1 Mice

Male C57BL/6J mice (6–8 weeks old), female BALB/c mice (6–8 weeks old), and male NCG mice (6–8 weeks old) were purchased from GemPharmatech (Nanjing, China). Male OT‐1 mice (6‐8 weeks old) were purchased from Shanghai Model Organisms Center (Shanghai, China). All mice were housed in specific pathogen‐free conditions, and were maintained at a temperature of 22–25°C, a humidity of 55%, and a 12 h light‐dark cycle, with free access to food and water. All animal experiments were conducted in accordance with procedures approved by the Institutional Animal Care and Use Committee of Anhui Medical University and IHM (approval number: IHM‐AP‐2025‐177).

### 4.2 Human Peripheral Blood Mononuclear Cells

All human samples used in this study were approved by the Ethics Committee of Anhui Medical University (approval number: 81250540). Peripheral blood samples were collected from healthy volunteers. All experimental procedures were conducted in strict compliance with the principles of the Declaration of Helsinki and its subsequent revisions. Written informed consent was obtained from all participants.

### 4.3 Cell Lines

The mouse melanoma B16‐F10 cell line was purchased from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China). The colon cancer MC38 cell line was purchased from the National Bio‐Technology Collection Center (BNCC, Beijing, China). MC38‐OVA cells were made by lentiviral transduction of OVA gene into MC38 cells. Raji and Raji‐luc cells were purchased from the Cell Culture Center of the Chinese Academy of Medical Sciences (Beijing, China). All cells were tested for mycoplasma contamination using the Myco‐Off Mycoplasma Clearance Reagent (Cat#D103‐01, Vazyme, China) and confirmed to be free of mycoplasma. B16‐F10, MC38, and MC38‐OVA cells were cultured in high‐glucose DMEM (Cat#11965092, Gibco, USA) supplemented with 10% fetal bovine serum (Cat#10099158, Gibco, USA) and 1% penicillin/streptomycin (Cat#10378016, Gibco, USA). Raji and Raji‐luc cells were cultured in RPMI‐1640 (Cat#A4192301, Gibco, USA) supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin. All cells were maintained in a 5% CO_2_ incubator at 37°C.

### 4.4 Antibodies

For murine T cells, anti‐mouse CD45.2‐FITC (clone 104; Cat#109806), anti‐mouse CD45.2‐APC‐CY7 (Clone 104; Cat#109824), anti‐mouse CD3‐FITC (Clone 17A2; Cat#100204), anti‐mouse CD4‐PerCP‐CY5.5 (Clone GK1.5; Cat#100434), anti‐mouse CD8‐PerCP‐CY5.5 (Clone 53–6.7; Cat#100734), anti‐mouse CD8α‐FITC (Clone 53–6.7; Cat#100706), anti‐mouse CD8β‐FITC (Clone YTS156.7.7; Cat#126606), anti‐mouse CD8α‐APC‐CY7 (Clone 53–6.7; Cat#557654), anti‐mouse PD‐1‐BV605 (Clone 29F.1A12; Cat#135220), anti‐mouse TIM‐3‐BV421 (Clone RMT3‐23; Cat#119723), anti‐mouse Ly108‐PE (Clone 330‐AJ; Cat#134606), anti‐mouse TCF‐1‐APC (Clone 7F11A10; Cat#655210), anti‐mouse TOX‐PE (Clone TXRX10; Cat#144506), anti‐mouse Ki67‐PerCP‐CY5.5 (Clone 11F6; Cat#50‐237‐5907), anti‐mouse IFN‐γ‐APC (Clone XMG1.2; Cat#505810), anti‐mouse IFN‐γ‐PE (Clone XMG1.2; Cat#05808), anti‐mouse/human GZMB‐BV421 (Clone GB11; Cat#563389); anti‐mouse/human GZMB‐FITC (Clone QA18A28; Cat#396404), anti‐mouse TNF‐α‐PE‐CY7 (Clone MP6‐XT22; Cat#506324) were purchased from BioLegend. For human T cells, anti‐human CD3‐APC‐CY7 (Clone HIT3a; Cat#300318), anti‐human CD8‐PE‐CY7 (Clone SK1; Cat#344711), anti‐human CD45RO‐APC (Clone UCHL1; Cat#376809), anti‐human CD45RA‐PerCP‐CY5.5 (Clone HI100; Cat#B358423), anti‐human CD62L‐PE (Clone DREG‐56; Cat#304805), anti‐human CCR7‐BV421 (Clone G043H7; Cat#353208), anti‐human PD‐1‐BV421 (Clone EH12.2H7; Cat#367422), anti‐human TIM‐3‐BV605 (Clone F38‐2E2; Cat#345017), anti‐human CD39‐APC (Clone A1; Cat#328209), anti‐human LAG‐3‐PE (Clone C9B7W; Cat#369306), anti‐human TIGIT‐PerCP‐CY5.5 (Clone A15153G; Cat#372718), anti‐human IFN‐γ‐PE (Clone W19227A; Cat#383303), anti‐human IFN‐γ‐APC (Clone 4S.B3; Cat#502512), and anti‐human TNF‐α‐PE (Clone MAB11; Cat#502908) were purchased from BioLegend.

### 4.5 Subcutaneous Tumor Models

Mice were subcutaneously injected into the right axilla on day 0 with 1 × 10^6^ MC38 tumor cells, 7 × 10^5^ B16‐F10 tumor cells, 3.5 × 10^6^ 4T1 tumor cells, or 1.2 × 10^6^ LLC tumor cells. Tumor size was measured every two days using vernier calipers and calculated as (length × width^2^) / 2.

For DADA treatment, mice received DADA (Cat#D50741G, TCI, USA) in their drinking water at a dose of 50 mg kg^−1^ starting from day ‐14, until the experimental endpoints or until day 0. The DADA‐containing drinking water was refreshed twice weekly to ensure a stable drug concentration.

For immune checkpoint blockade (ICB) treatment, mice were intraperitoneally injected with 100 µg of anti‐mouse PD‐1 monoclonal antibody (clone RMP1‐14, Selleckchem, USA) every three days, starting from day 9.

For immune cell depletion experiments, mice were subcutaneously injected with 3 × 10^5^ MC38 tumor cells and received intraperitoneal injections of depleting antibodies starting from day −1 and continuing once weekly thereafter. CD8^+^ T cells were depleted using 100 µg of anti‐CD8α antibody (clone 2.43, Selleckchem, USA). CD4^+^ T cells were depleted using 100 µg of anti‐mouse CD4 antibody (clone GK1.5, Selleckchem, A2101). NK cells were depleted using 100 µg of anti‐asialo GM1 antibody (rabbit polyclonal, FUJIFILM Wako Pure Chemical Corporation, 986–10001).

### 4.6 Metastatic Tumor Model

7 × 10^5^ B16‐F10 cells were injected into the mice via the tail vein on day 0. Mice received DADA (Cat#D50741G, TCI, USA) in their drinking water at a dose of 50 mg kg^−1^ starting from day ‐14, until the experimental endpoints or until day 0. The DADA‐containing drinking water was refreshed twice weekly to ensure a stable drug concentration. Mice were euthanized on day 17, and lung metastatic nodules and lung weights were quantified.

### 4.7 Cell Isolation

For isolation of splenic lymphocytes, the spleens were pressed through sieves, and lymphocytes were then obtained after lysing erythrocytes. For isolation of lymph node lymphocytes, lymph nodes were pressed through sieves, and cell suspensions were collected. For isolation of tumor‐infiltrating lymphocytes, fresh tumor tissues were collected, minced into pieces, and digested in RPMI 1640 medium containing 1 mg mL^−1^ Collagenase IV and 0.2 mg mL^−1^ DNase I at 37°C for 30 min with constant shaking. The digested cell suspension was filtered through a 70 µm cell sieves at 4°C, followed by centrifugation at 300 *g* for 5 min. The supernatant was discarded, and the pellet was resuspended with 3 mL of 40% Percoll. The suspension was then layered onto 2 mL of 70% Percoll and centrifuged at 1260 *g* for 30 min at 25°C to isolate lymphocytes. The lymphocytes were subsequently resuspended in 1 mL of PBS and counted to obtain the total number of recovered TILs per tumor. These cells were subsequently analyzed by flow cytometry to determine the percentage of CD8^+^ T cells among TILs. The absolute number of CD8^+^ T cells per tumor was calculated by multiplying the total TIL count by the CD8^+^ T cell frequency for each individual sample.

For isolation of mouse CD8^+^ T cells, cells were purified from splenic lymphocytes using through magnetic activated cell sorting (MACS) using the Mouse CD8^+^ T Lymphocyte Negative Selection Kit (Cat#130‐104‐075, Miltenyi Biotec, USA).

For isolation of human CD8^+^ T cells, peripheral blood from healthy donors were loaded onto a Ficoll density gradient to isolate peripheral blood mononuclear cells (PBMCs), followed by negative selection using the Human CD8^+^ T Cell Negative Selection Kit (Cat#P8680, Solarbio, Beijing) via MACS. The purity of the sorted cell populations was > 90%.

### 4.8 Flow Cytometry

The isolated cells were incubated with anti‐CD16/32 monoclonal antibody (Cat#560539, BD Bioscience, USA) to block Fc receptors, followed by incubation with fluorescence antibodies against surface molecules and a live/dead viability dye (Cat#423113, BioLegend, USA) for 30 min at 4°C. For intracellular staining, cells were stimulated with phorbol ester (50 ng mL^−1^, TargetMol), ionomycin (1 µg mL^−1^, TargetMol), and monensin (5 µg mL^−1^, TargetMol) for 4 h at 37°C. After surface molecule staining, cells were fixed and permeabilized using a fixation/permeabilization kit (Cat#424401, BioLegend, USA) prior to intracellular molecule staining. All stained samples were analyzed by a CytoFLEX flow cytometer (Beckman Coulter, USA), and data were processed using FlowJo v10.8.1 software.

### 4.9 In Vitro CD8^+^ T Cell Activation and Functional Analysis

For in vitro activation, purified mouse CD8^+^ T cells were stimulated with anti‐CD3 (5 µg/mL, Cat#830301, BioLegend, USA) and anti‐CD28 (2.5 µg mL^−1^, Cat#102103, BioLegend, USA) antibodies, in the presence of DADA (40 µM) or DMSO, for 24 or 48 h, and 1 µM monensin was added during the last 4 h. Cells were then collected and analyzed for IFN‐γ, TNF‐α, and GZMB expression by flow cytometry.

### 4.10 In Vitro Chronic T Cell Stimulation

For induction of exhaustion in mouse CD8^+^ T cells, purified CD8^+^ T cells were stimulated with anti‐mouse CD3 antibody (5 µg mL^−1^), anti‐mouse CD28 antibody (2.5 µg mL^−1^), and recombinant mouse IL‐2 (50 U mL^−1^) in 48‐well plates at a density of 8 × 10^5^ cells per well for 6 days. DADA (40 µM) or DMSO was added into the culture medium starting from day 3. In some experiments, Oligomycin (1 µM; Cat#11342, Sigma–Aldrich, USA), Acetyl‐CoA (2 mM; Cat#A8070, Beijing, China), UK5099 (20 µM; Cat#T4441, TargetMol, USA) were added starting from day 3.

For induction of exhaustion in human CD8^+^ T cells, purified peripheral blood CD8^+^ T cells were stimulated with anti‐mouse CD3 antibody (5 µg mL^−1^), anti‐mouse CD28 antibody (2.5 µg mL^−1^), and recombinant human IL‐2 (200 U mL^−1^) in 24‐well plates at a density of 1 × 10^6^ cells per well for 6 days. DADA (40 µM) or DMSO was added into the culture medium starting from day 3.

For induction of exhaustion in OT‐1 cells, splenic OT‐1 cells were activated initially with OVA peptide (1 µg mL^−1^; Cat#138831‐86‐4, QYAO BIO, China) and recombinant mouse IL‐2 (50 U mL^−1^) in (8 × 10^5^ cells per cell). Following a 2‐day activation period, OT‐1 cells were further stimulated with anti‐mouse CD3 antibody (5 µg mL^−1^), anti‐mouse CD28 antibody (2.5 µg mL^−1^), and recombinant mouse IL‐2 (50 U mL^−1^), in the presence of DADA (40 µM) or DMSO for an additional 4‐day incubation period.

### 4.11 Adoptive T Cell Transfer

MC38‐OVA cells (1 × 10^6^ cells mouse^−1^) were subcutaneously injected into the right axilla of 6‐week‐old C57BL/6J mice. On day 9 post‐injection, tumor‐bearing mice were randomly divided into two groups. CTV (Cat#C34554, Thermo Fisher Scientific, USA) ‐labeled OT‐1 cells (1.5 × 10^6^ cells mouse^−1^), which had undergone an initial activation with OVA peptide for 2 days and subsequent stimulation with anti‐mouse CD3 antibody (5 µg mL^−1^), anti‐mouse CD28 antibody (2.5 µg mL^−1^), and recombinant mouse IL‐2 (50 U mL^−1^) in the presence of DADA (40 µM) or DMSO for 4 days, were intravenously injected into the tumor‐bearing mice. Tumor size was measured every two days using vernier calipers, and was calculated as (length × width^2^)/2. On day 15 post‐tumor inoculation, CTV^+^ CD45.2^+^ T cells were isolated from the tumor and TDLN and analyzed by flow cytometry.

### 4.12 Quantitative Reverse‐Transcription PCR

Total RNA was extracted using TRIzol reagent (Thermo Fisher Scientific) and reverse‐transcribed into cDNA using HiScript reverse transcriptase (Vazyme) according to the manufacturer's instructions. qPCR was performed on a CFX ConnectTM real‐time PCR system (BIO‐RAD, CA, USA) using SYBR Premix Ex Taq (TaKaRa Biotechnology, Dalian, China). Cycling conditions were as follows: 35 cycles of 95°C for 10 s and 60°C for 30 s. All primers were synthesized by General Bio (Anhui) Co. Gene expression levels were normalized to the housekeeping gene *Gapdh*, and relative mRNA expression was calculated using the 2^(‐ΔΔCt) method. The primer pairs used for the genes were as follows:

**Table:** 

Gene	Primer sequence
*Gapdh*‐F	5’‐TCAACAGCAACTCCCACTCTTCCA‐3’
*Gapdh*‐R	5’‐ACCTGTTGCTGTAGCCGTATTCA‐3’
*Tcf7*‐F	5′‐AGCTTTCTCCACTCTACGAACA‐3′
*Tcf7*‐R	5′‐AATCCAGAGAGATCGGGGGTC‐3′
*Ccr7*‐F	5′‐TGTACGAGTCGGTGTGCTTC‐3′
*Ccr7*‐R	5′‐GGTAGGTATCCGTCATGGTCTTG‐3′
*Lef1*‐F	5′‐TGTTTATCCCATCACGGGTGG‐3′
*Lef1*‐R	5′‐CATGGAAGTGTCGCCTGACAG‐3′
*Bach2*‐F	5′‐TCAATGACCAACGGAAGAAGG‐3′
*Bach2*‐R	5′‐GTGCTTGCCAGAAGTATTCACT‐3′
*Cox5a*‐F	5’‐GCCGCTGTCTGTTCCATTC‐3’
*Cox5a*‐R	5’‐GCATCAATGTCTGGCTTGTTGAA‐3’
*Cox7c*‐F	5’‐ATGTTGGGCCAGAGTATCCG‐3’
*Cox7c*‐R	5’‐ACCCAGATCCAAAGTACACGG‐3’
*Pdk1*‐F	5’‐GGCTATGAGAACGCTAGGCG‐3’
*Pdk1*‐R	5’‐TGAACTCTTTAAGAATGCCATG‐3’
*Pdk2*‐F	5’‐GACTCTAAGCCAGTTCACAGATG‐3’
*Pdk2*‐R	5’‐CTTTAAGAATGCCATGCGGGCC‐3’
*Pdk3*‐F	5’‐GTTGAACCGCCCTTCCGTGG‐3’
*Pdk3*‐R	5’‐GGTACATGCAGAGCTTCCTTGA‐3’
*Pdk4*‐F	5’‐GATGCTCGACCGTGGCCCTC‐3’
*Pdk4*‐R	5’‐TTCACCACATGCTCTTCGAACT‐3’

### 4.13 Measurement of Acetyl‐CoA Concentration

Cells were collected, and lysed using an ice‐bath sonicator set at 200 W power. The sonication was performed with 3 s bursts followed by 10 s intervals, repeated 30 times. Cell supernatants were then collected and the concentration of Acetyl‐CoA was measured using an Acetyl‐CoA content assay kit (Cat#BC0980, Solarbio, Beijing, China) according to manufacturer's instructions.

### 4.14 Extracellular Flux Analysis

OCR and ECAR were measured using a Seahorse XF96 extracellular flux analyzer (Agilent Technologies). Briefly, the cells were collected and resuspended in a non‐buffered assay medium with a pH of 7.4. They were then seeded onto the XF96 microplates that had been pre‐treated with poly‐L‐Lysine and incubated in a non‐CO_2_ incubator for 30 min before the assay. For ECAR measurements, the XF glycolysis stress test kit (Cat#103020‐100, Agilent Technologies, USA) was utilized. Following the baseline recordings, 10 mM glucose, 1 µM oligomycin A, and 50 mM 2‐DG were sequentially injected. For OCR measurements, the XF Mito stress test kit (Cat#103015‐100, Agilent Technologies, USA) was employed. Following the baseline recordings, 1 µM oligomycin A, 2 µM FCCP, and a mixture of 0.5 µM rotenone and 0.5 µM antimycin A were sequentially injected.

### 4.15 Mitochondrial Fitness Assay

To analyze the mitochondrial mass and membrane potential, MitoTracker Green and TMRM were used. Prior to cell surface staining, the cells were incubated with 200 nM MitoTracker Green (Cat#M7514, Thermo Fisher) and 50 nM TMRM (Cat#T669, Thermo Fisher) for 15 min at 37°C in a 5% CO_2_ incubator in the dark. Following staining, the cells were washed with PBS and analyzed by flow cytometry.

For measurement of mitochondrial ROS production, cells were collected, adjusted to a density of 1 × 10^6^ cells mL^−1^, and washed three times with PBS. Cells were then incubated with 1 µM MitoSox Red (Cat#M36008, Thermo Fisher) for 30 min at room temperature in the dark. After incubation, cells were washed three times with PBS to remove extracellular probe residue and analyzed by flow cytometry.

### 4.16 Retroviral Vector Construction and Viral Transduction

Self‐inactivating retroviral vector pSIR‐U6‐GFP was generated by modifying pSIR‐dsRed‐Express2 (Addgene #51135), with all BbsI sites were mutated. For cloning sgRNA into the pSIR vector, an annealed sgRNA oligos were directly inserted into BbsI‐digested pSIR‐U6‐GFP by T4 ligation similar to the cloning method utilized by lentiCRISPRv2. sgRNAs were designed by using the online tool (https://portals.broadinstitute.org/gppx/crispick/public). sgRNAs used in this study were as follows: non‐targeting control (NTC) sgRNA, ATGACACTTA CGGTACT CGT; PDK1 sgRNA no.1, ATGGCTATGAGAACGCTAGG; PDK1 sgRNA no.2, ACCATCCCATCTCTATCACA;PDK2 sgRNA no.1, TTAGAGTCCGGTGGTCC TCG; PDK2 sgRNA no.2, GGGACATAGACCATGTGAAT; PDK3 sgRNA no.1, GA ACTAATCCCACGGAAGGG; PDK3 sgRNA no.2, CTTGTTGAACCGCCCTTCCG; PDK4 sgRNA no.1, ATGCTCGACCGTGGCCCTCA; PDK4 sgRNA no.2, TAT CGACCCAAACTGTGATG. Purified splenic Cas9 CD8^+^ T cells were activated with 5 µg mL^−1^ anti‐CD3 and 2.5 µg mL^−1^ anti‐CD28 for 24 h before viral transduction. Retroviral transduction was performed by spin‐infection at 1200 *g* at 37 °C with 10 µg mL^−1^ polybrene (Solarbio) for 1.5 h. pSIR‐U6‐GFP retroviral vector, which was co‐transfected into Plat‐E cells with the helper plasmid pCL‐Eco (Addgene no. 12371) for the production of retrovirus.

### 4.17 Lentivirus Production

293 T cells were cultured to 80%–90% confluence for the production of lentiviral particles carrying chimeric antigen receptor (CAR). These cells were co‐transfected with three plasmids: the packaging plasmid psPAX2, the envelope plasmid pMD2.G, and the CAR plasmid, using jetPRIME reagent (Polyplus, Marguerite Perey, France). 6–8 h post‐transfection, the medium was replenished, and lentiviral supernatants were collected at 48 and 72 h. The collected lentiviral supernatants were filtered through a 0.45 µm polyethersulfone (PES) membrane filter (BS‐PES‐45, Biosharp, China) to remove cellular debris.

### 4.18 Generation of CAR‐T Cells

Activated human T cells were transduced with lentivirus carrying CAR in the presence of 8 µg mL^−1^ polybrene (Solarbio) at multiplicities of infection (MOIs) of 5 and 10. To optimize transduction efficiency, the plates were centrifuged at 800 *g* for 1.5 h at 37°C. The lentivirus‐containing medium was replenished 6–8 h post‐infection to remove the lentivirus, and substituted with medium supplemented with recombinant human IL‐2 (200 U mL^−1^). On day 2 post‐transduction, CAR expression was quantified using GFP as a reporter through flow cytometry, with a transduction efficiency of approximately 50%–60%. All analyses associated with CAR‐T cells were gated from CD3^+^CAR^+^ cells. The DADA (40 µM) was added after CAR‐T cell production. Fresh medium containing DADA was replenished every 2 days during the CAR‐T cell culture period.

### 4.19 Repeated Stimulation of CAR‐T Cells

CAR‐T cells were pretreated with DADA or DMSO for 4 days. Following this treatment, the DADA or DMSO was removed, and the CAR‐T cells were co‐cultured with Raji cells in 24‐well plates at an effector‐to‐target (E:T) ratio of 1:1. Every 48 h, CAR‐T cells were harvested, counted, and re‐stimulated with freshly added Raji cells at the same initial E:T ratio. DADA was absent during all phases of Raji cell stimulation. Following 3 rounds of co‐culture with the Raji cells, the CAR‐T cells were collected for analysis of exhaustion and effector functions using flow cytometry.

### 4.20 In Vivo CAR‐T Cell Therapy

NCG mice were intravenously injected with 5 × 10^5^ Raji‐Luc cells on day 0. On day 7 post‐injection, tumor‐bearing mice were randomly divided into three groups with similar tumor burden. CAR‐T cells (1 × 10^6^ cells mouse^−1^), which had pretreated with DADA (40 µM) or DMSO for 4 days, were intravenously injected into the tumor‐bearing mice. Tumor burden and survival were monitored using bioluminescence imaging (BLI) every 3–4 days until the experimental endpoints.

### 4.21 Single‐Cell RNA‐Sequencing

Single‐cell transcriptome sequencing was conducted by Shanghai Boho Biotechnology Co. Specifically, single‐cell capture and library construction were performed using the 10× Genomics Chromium single‐cell system (10× Genomics, Pleasanton, CA, USA). Sequencing was carried out on an Illumina NovaSeq 6000 platform (Illumina, San Diego, CA, USA) using paired‐end 150 bp (PE150) reads, with an average of ∼50 000 high‐quality reads per cell. Raw sequencing data (fastq format) underwent rigorous quality control using Cell Ranger software (10× Genomics, v7.1.0) and were aligned to the reference genome (mm10/hg38).

### 4.22 Analysis of Single‐Cell RNA‐Sequencing Data

Raw single‐cell RNA‐sequencing reads were aligned to the mm10 mouse reference genome using Cell Ranger. After generating a gene expression matrix via Cell Ranger Count, cells were subjected to quality control (QC) to retain high‐quality cells with unique feature counts (gene numbers) ranging from 1000 to 6000 and a mitochondrial gene expression ratio ≤5%. Data integration was performed based on 2000 highly variable genes (HVGs) using the IntegrateData function of Seurat v4.0.6. The gene expression matrix was then normalized to remove the effects of mitochondrial gene proportion and sequencing depth on expression. After dimensionality reduction by principal component analysis (PCA), cells were clustered using Louvain's algorithm at a resolution of 0.5. Unidentified cell types were annotated using the SingleR R package, which leverages a single‐cell reference expression dataset. By calculating the Spearman correlation between the expression profiles of query cells and annotated cells in the reference dataset, SingleR assigns the reference cell type with the highest correlation to each query cell, minimizing subjective bias and ensuring objectivity in cell type identification. The raw sequencing data have been deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE317913.

### 4.23 RNA‐Sequencing

CD8^+^ T cells isolated from the spleens were stimulated with anti‐mouse CD3 antibody (5 µg mL^−1^), anti‐mouse CD28 antibody (2.5 µg mL^−1^), and recombinant mouse IL‐2 (50 U mL^−1^) at a density of 1 × 10^6^ cells mL^−1^ for 6 days. DADA (40 µM) or DMSO was added into the culture medium starting from day 3. On day 6, the cells were collected, and total RNA was extracted using TRIzol reagent. RNA quality was assessed by NanoDrop2000 and Agilent 2100, confirming concentrations ≥200 ng µL^−1^ and RIN values ≥7.0. A cDNA library was constructed using the Multi‐Stranded mRNA‐Seq kit (DynaPro Bio) via end repair, adaptor ligation, and PCR amplification, followed by PE150 sequencing on an Illumina HiSeq X Ten platform (single‐sample data volume ≥6 Gb). RNA‐Seq data analysis was conducted by Nanjing Kinko Biotechnology Co. The raw sequencing data have been deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE317958.

### 4.24 Statistical Analysis

Statistical significance was determined using Prism 10.0 (GraphPad Software). Data are presented as mean ± SD. For comparisons between two groups, a two‐tailed Student's t‐test was used. In cases involving more than two groups, one‐way ANOVA or two‐way ANOVA was used. Dynamic changes across groups were analyzed using two‐way ANOVA. *P* < 0.05 was considered statistically significant: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Details regarding sample sizes, the times of repeated experiments, and specific statistical tests are provided in the figure legends.

## Author Contributions

**J.C**., **W.X.F**., and **W.X.W**. conceived the project. **M.B**., **F.L**., and **H.J**. designed and performed experiments, analyzed data, and wrote the manuscript. **L.G**., **M.S**., **K.L**., **P.L**., **R.X**., and **W.M**. performed experiments. **M.Z**. collected human samples. **J.C**., **W.X.F**. and **W.X.W**. wrote and revised the manuscript, and supervised the project.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Supporting File**: advs74579‐sup‐0001‐SuppMat.docx.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

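Bulk RNA-seq was analysed for 8 libraries of mouse splenic CD8+ T cells under persistent TCR stimulation, 4 treated with DMSO and 4 with 40 µM DADA from day 3 to day 6. The libraries were assigned to their groups by their titles and the treatment protocol. No other samples of the paper were used.

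The authors deposited FPKM values, 1 per gene and library, made from paired reads of 150 bp. The paper's text does not name the aligner, the counting tool, the genome build or the test used for these data, beyond a general two-tailed test for 2 groups. Of the 22520 genes and assembled transcripts, 22105 carry a mouse gene identifier, of which 21995 are in GENCODE M21, and 404 are transcripts that an assembler named. No gene symbol occurs more than once, so summing genes that share a symbol changed nothing. The deposited FPKM values were used as they are. Coordinates are not given, since the genome build is not stated.

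The FPKM values hold no read counts. The worth of 1 fragment was estimated in each library from values below the level of a few fragments, with transcript lengths from GENCODE M21, over 4431 genes with a single transcript. Between 41.55% and 47.26% of those low values lay near a whole number of fragments, where chance gives 20%, so the depth is an estimate and no count test was run on it. On 3 simulated libraries, the largest error of this estimate was 1.63%. The simulation kept the right length for most genes, so the error in the real libraries can be larger. The search covered a fixed range of depths, and the simulated depths lay inside it. With this depth, the spread between replicate libraries was 1.07 to 1.64 times the counting noise within DMSO and 1.21 to 1.51 times within DADA, and 13.5 to 18.6 times between the groups.

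Values were analysed as log2(FPKM + 1) for the 10666 genes that reached 1 FPKM in at least 4 of the 8 libraries, 163 of them assembled transcripts. The test was limma 3.58.1 in R 4.3.3, with lmFit, 1 term for DADA, eBayes with a mean-variance trend and Benjamini-Hochberg adjustment, and a call is an adjusted p-value under 0.05. All fold changes are on the log2(FPKM + 1) scale. Single values were tested with a two-sided exact permutation test over 70 assignments. The fit was tested on simulated data for DADA against DMSO over 10666 genes with 200 changed genes, of which it recovered 163 (81.5%), and 59.1% of those with the smallest change of 0.25. Of its 173 calls, 10 were false. The simulation changed few genes, with independent normal errors, while the real fit called 7064. The simulated shares therefore do not carry over to the real calls.

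Gene lists were tested with limma's camera (inter-gene correlation 0.01) with Benjamini-Hochberg adjustment over 16 lists. The lists were written before the data were examined: stemness, effector and terminal exhaustion markers from the paper's text, and own lists of nuclear and mitochondrially encoded OXPHOS subunits, the mTOR pathway, the TCA cycle and pyruvate dehydrogenase, glycolysis, serine, one-carbon and pentose phosphate enzymes, hypoxia-inducible targets with and without glycolysis and *Pdk1*, proliferation, the early T cell receptor response, interferon-stimulated genes, the integrated stress response and cholesterol synthesis. Genes were named by a rule set before the data were examined: every gene that the paper names for these data or for the cell states, the 5 largest changes in each direction among called genes with a mean of at least 5 FPKM and no overlap between the groups, and the 2 members with the largest change in each direction of each list reported. Genes named outside this rule are marked as chosen after their values were seen. Some genes that the rule selects are not reported here one by one, and the counts over named genes leave them out, while the gene lists keep all their members. Markers of B cells, myeloid cells, CD4 T cells, NK cells and erythroid cells were used only to look for RNA of other cells.

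The alternatives fixed before the data were examined were a pseudocount of 0.1, no filter on low values, a mean of at least 5 FPKM, rescaling each library to the same total (TPM), median-ratio scaling, quantile normalization, eBayes without the trend, the replicate number as a block, each library left out in turn, and, for gene lists, fry, camera with an estimated correlation and a GSEA on the signal-to-noise metric with 1000 random gene sets. Leaving out the assembled transcripts was added after the data were seen. Length and GC content came from GENCODE M21 for 10481 (98.3%) of the genes tested, and their trend was fitted by loess with a span of 0.3. Random lists, 10000 for each list, were matched on mean expression in 10 bins. Figures were drawn with matplotlib 3.10.9, and the depth was computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.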

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

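The split counts for single lists, the corrections for length and GC content, the fit without assembled transcripts, the myeloid test, the sum of type I interferon genes and its depth test were chosen only after these results were seen.

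For 16 of 200 groups of 4 libraries, 1 library lay far from the other 3 of its group, by the ratio of its gap to the range of the group (past the 95% point of Dixon's ratio for 4 values). Chance gives this in about 1 of 20 groups, which is 10 groups here, and the groups are not independent. With DMSO, these were *Bcl2* (ratio 0.901, DMSO 1), *Csf2* (0.855, DMSO 4), *Nprl3* (0.850, DMSO 4), *Mthfd1* (0.931, DMSO 4), *Hilpda* (0.842, DMSO 3), *Idi1* (0.835, DMSO 1) and the mean of the proliferation list (0.921, DMSO 4). With DADA, they were *Usp18* (0.857, DADA 2), *mt-Nd4* (0.885, DADA 1), *Mpc2* (0.836, DADA 3), *Aldoc* (0.867, DADA 2), *Mthfd1* (0.982, DADA 4), *P4ha2* (0.871, DADA 1) and the mean of the serine, one-carbon and pentose phosphate list (0.897, DADA 2). The 8 libraries were apart between 0 and 4 times each, the second component included, so no single library accounts for them. Some of these gaps were small beside the difference between the groups. For example, *Mthfd1* was at 36.0 FPKM in DADA 4 and at 34.9 FPKM in the other 3 DADA libraries, against 58.7 to 62.3 FPKM with DMSO. *Idi1* was at 121 FPKM in DMSO 1 against 93.2 to 97.3 FPKM in the other DMSO libraries, and its difference between the groups was called only without DADA 2 (log2 fold change -0.32). No explanation was tested for these single values, technical or biological.

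On the second principal component, which held 5.03% of the variance, DMSO 1 lay at 12.6 against -4.82 to -3.63 for the other DMSO libraries (ratio 0.932), and DADA 4 at -8.45 against 2.28 to 3.22 for the other DADA libraries (ratio 0.919). The 163 assembled transcripts tested, some of which overlap, held 49.5% of the squared loadings of this component. The largest pair, singled out after its values were seen, is MSTRG.11450.3 and MSTRG.11450.4. In DMSO 1 the first was listed at 0 and the second at 240 FPKM, and in DMSO 4 they were at 242 and 4.30 FPKM, with sums of 240 and 247 FPKM. In DADA 4 they were at 187 and 24.5 FPKM, whereas DADA 1 had 0 and 200 FPKM. DMSO 2 goes against a plain exchange within the pair, since it had 55.4 and 0 FPKM, a sum of 55.4 FPKM. Without the assembled transcripts, neither library stood apart, with a largest ratio of 0.332. Leaving out these transcripts also sets a new second component, and the other genes were not scored on the original one. Whether the pattern lies in the assembled transcripts alone is therefore not settled. How fragments were divided between overlapping transcripts is a candidate explanation that the pair does not settle. The design gives no biological difference between replicates, so none was tested.

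The 18 interferon-stimulated genes, which the paper does not discuss for these data, were all higher with DADA (median log2 fold change 2.45, camera adjusted p = 7.66e-14, every DADA library above every DMSO library). *Isg15* rose from 3.16 ± 0.342 to 147 ± 7.68 FPKM. Leaving out any DADA library removes 10 genes that reach 1 FPKM with DADA only, and the median of the other 8 is then between 1.50 and 1.52. Of the 35 splits of the libraries, 1, the real one, gave a median as large, which bears on chance and not on a technical difference between the groups. The median was 2.50 once the trend on gene length and GC content was removed, which argues against that trend as the whole cause. Its size depends on the setting: it was 4.03 with a pseudocount of 0.1, 3.19 after rescaling to TPM, 3.06 for the 12 genes with a mean of at least 5 FPKM, 2.47 after median-ratio scaling and 2.18 after quantile normalization. RNA of myeloid cells in the DADA libraries would bring their abundant transcripts. The median of the 12 myeloid markers was 0 FPKM in every DADA library, and 7 of them were listed at 0 in all 4, which argues against such cells as the whole cause. Of the others, *Cd68* (3.66 to 5.32 FPKM, called), *Mpeg1* (0.0192 to 0.173 FPKM), *Cd14* (0.0459 to 0.112 FPKM) and *Itgam* (0.00433 to 0.0282 FPKM) were higher with DADA and *Fcgr3* (0.244 to 0.189 FPKM) lower, so a small share of such cells stays open. A candidate explanation is type I interferon made in the cultures with DADA. The 15 type I interferon genes summed to between 1.59 and 2.50 FPKM in the DADA libraries and to between 0 and 0.0665 FPKM in the DMSO libraries (exact permutation test, p = 0.0286), with *Ifnb1*, *Ifna2* and *Ifna4* listed at 0 in all DMSO libraries and above 0 in all DADA libraries. The lower estimated depth with DMSO does not account for the sums: at the levels of any DADA library, at least 15.4 fragments of these genes would be expected in each DMSO library, where at most 0.558 were estimated. These levels are low, fragments can be shared between the near-identical *Ifna* genes, and secreted interferon was not measured here. Whether DADA itself or another difference between the cultures lies behind it stays open.

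The 32 hypoxia-inducible targets that passed the filter, which the paper does not discuss, had a median log2 fold change of 1.27 (camera, adjusted p = 3.60e-13), with 28 higher and 4 lower. The 20 outside glycolysis and *Pdk1* had a median of 1.71 (camera, adjusted p = 7.66e-14), with 19 higher and 1 lower. *Hilpda* rose by 3.62 and *P4ha2* by 3.39 on the log2 scale, while *Slc2a1* fell by 1.96, *Hk2* by 1.08 and *Car12* by 0.57. *Hif1a* had a log2 fold change of 0.48. Of the 35 splits, 1, the real one, gave a median as large for either list, and the median of the first was 1.32 once the trend on length and GC content was removed. The settings tried kept the medians between 1.22 and 1.304 for the first list and between 1.65 and 1.95 for the second. The oxygen level of the cultures and the cell density at harvest were not analysed here, so a difference in either stays open beside an effect of DADA.

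The 30 proliferation genes, of which the paper draws *Mki67* and *Cdc6* in Figure 3K but does not discuss the list, had a median log2 fold change of -0.52 (camera, adjusted p = 3.01e-08). *Kif11* (0.71), *Cdc6* (0.47) and *Mki67* (0.12, a call lost when 1 of 4 libraries was left out) were higher, and the other 27 were lower, *Tyms* (-0.97) and *Cdc20* (-0.79) the most. The median was -0.46 once the trend on length and GC content was removed. The 15 serine, one-carbon and pentose phosphate enzymes had a median of -0.31, and -0.33 after that correction, with the largest fall in *Shmt1* (-0.83). For both lists, 1 of 35 splits gave a median as large. Whether slower division or a change in the share of cells in each phase lies behind these values was not tested.

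The 16 early T cell receptor response genes had a median log2 fold change of 0.37 (camera, adjusted p = 6.12e-05), with 14 higher and 2 lower, *Nr4a1* (-1.15) and *Nr4a3* (-0.25). The median was 0.42 once the trend on length and GC content was removed. *Irf4* (0.91) and *Il2ra* (0.90) rose the most. The 18 cholesterol synthesis genes had a median of 0.15 (camera, adjusted p = 0.00670), with 12 higher and 1 lower among the calls, led by *Insig1* (0.58), and a median of 0.16 after the same correction. For both lists 1 of 35 splits gave a median as large, but neither passed the threshold in the GSEA on the signal-to-noise metric (adjusted p of 0.0521 and 0.290). The overlap of these genes with other responses to the treatment was not tested.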

How the results depend on the processing

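The number of genes with an adjusted p-value under 0.05 was 7064, and it was between 5741 and 7868 across the 17 alternatives fixed before the data were examined, within 1.5 times of the reported count. Of the 7868 calls without the filter, 6749 were among the 7064, and in every alternative except quantile normalization the shared calls had the same sign; there, 6511 of 6512 did. Leaving out 1 library in turn gave 6491 to 6800 genes. The share of higher genes was 46.7%, and 51.6% after rescaling to TPM, 51.5% after median-ratio scaling and 42.2% after quantile normalization. The median log2 fold change of all genes moved from -0.02 to between -0.05 and 0.01 under these scalings. The 430 genes that changed by at least 1 became 268 with a mean of at least 5 FPKM, where 8190 genes are tested, and 624 with a pseudocount of 0.1. Leaving out 1 library gave 320 to 426. Without the assembled transcripts, a fit added after the data were seen, there were 7020 genes, and the first component held 85.0% of the variance. Across the planned settings it held 75.0% to 82.7%.

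The samples share only a replicate number. The deviations of libraries with the same number had correlations between -0.120 and 0.0953 across genes, so the numbers do not pair the libraries. With the replicate block, 6995 genes were called, and the log2 fold change of *Pdk3* (0.0871) passed the threshold.

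*Pdk1* kept its direction and its call in all 16 alternatives, with log2 fold changes between -1.09 and -1.03. *Pdk2*, fitted without the filter, was between -0.57 (pseudocount 0.1) and -0.17, with an adjusted p-value of at most 0.0201; the stricter filter removes it. *Pdk4*, also fitted without the filter, had a log2 fold change of 0.00867 and was not called in any of 13 alternatives (adjusted p-values between 0.641 and 0.961). It was between -0.00864 (without DADA 1) and 0.0182 (without DADA 3) with 1 library left out, and -0.00616 after quantile normalization, so its sign is not settled and the cause was not tested. Without DMSO 4, every DMSO library is at 0 and no fold is given. *Pdk3* was higher in every setting but near the threshold, with adjusted p-values between 0.0143 and 0.129. It passed at 0.0871 with a mean of at least 5 FPKM, where fewer genes are tested, at 0.12 after rescaling to TPM, at 0.12 after median-ratio scaling and at 0.11 after quantile normalization. Leaving out 1 library in turn gave 0.0641 to 0.11, and it passed without DMSO 2 (0.10) and without DADA 1 (0.11). For the scalings and the single libraries, the cause was not tested.

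Of the 16 gene lists, 10 kept their direction and their call, or lack of one, in every alternative. The exceptions follow, and their cause was not tested. The nuclear OXPHOS list (-0.15) was not called under camera with an estimated correlation (adjusted p = 0.322; from 1.38e-05 to 0.322 over its alternatives). Under fry, which tests a list for a shift in one direction without comparing it with other genes, the mTOR list (0.0400, adjusted p = 3.19e-05) and the integrated stress response list (-0.13, adjusted p = 0.0144) were called. In the GSEA, the mitochondrially encoded OXPHOS list had a score of -1.23 against a median of 0.13, neither called, and the early T cell receptor response (1.51) and cholesterol synthesis (1.19) lists were no longer called.

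All but 4 of 78 other named genes kept their direction and their call in every fit, 1218 of 1229 fits in all. *Slamf6*, not called, was between -0.0127 and 0.18 across the 8 fits that each left out 1 library, and below 0 only without DADA 3. *Mki67* lost its call in 4 of those fits (0.09 to 0.11). *Dhcr7* (-0.14, adjusted p = 0.0501) gained a call in 5 fits and *Idi1* in 1. Genes with too few libraries at 1 FPKM under a setting have no value there. The estimated depth of 13620000 to 18450000 fragments limits genes below the filter, such as *Gzmk*, *Pdk2*, *Pdk4* and *Bcl6*.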

Differences from the paper's values

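The paper's scores and folds below were read by eye from its figures, and its scores come from its own gene sets while those here come from own lists. Its folds were measured by qPCR, another assay on other samples, while those here are ratios of mean FPKM. The qPCR folds are relative to *Gapdh*. In these libraries, *Gapdh* had an uncertain level and was called higher with DADA (log2 fold change 1.64, limma, adjusted p = 0.0175). No alternative took the FPKM ratios relative to *Gapdh*, so this difference in measure was not tested.

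For the normalized enrichment score of the stem-like signature, the paper shows about 2.0 in Fig. 3M, and the stemness list gave 1.70. For the effector signature, the paper shows about 2.1 in Fig. 3M, and the effector list gave 1.51. For OXPHOS, the paper shows about 1.5 in Fig. 4C, and the nuclear OXPHOS list gave -1.54 (adjusted p = 0.0101). That list leaves out the 13 mitochondrially encoded subunits. It was not called under camera with an estimated correlation (adjusted p = 0.322), and its median lay inside the range of matched random lists. The paper's case for OXPHOS also rests on oxygen consumption, membrane potential and mitochondrial mass, which RNA levels do not measure. For the mTOR pathway, the paper shows about 1.6 in Fig. 4C, and the mTOR list gave 0.890 (adjusted p = 0.668). Each score was recomputed under 13 of the alternatives fixed before the data were examined, and none closed any of these 4 gaps: the scores were between 1.65 and 1.81, 1.48 and 1.62, -1.81 and -1.11, and 0.723 and 1.04.

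For *Nr4a1*, the paper shows about 0.72 times the DMSO level in Fig. 3L, and the ratio here was 0.447. For *Lag3*, the paper shows about 0.45 in Fig. 3L, and the ratio here was 0.175. For *Gzma*, the paper shows about 1.6 in Fig. 3L, and the ratio here was 7.80, from a DMSO level of 1.45 ± 0.767 FPKM. For *Cox7c*, the paper shows about 6.0 in Fig. 4D, and the ratio here was 0.865. Across 11 alternatives fixed before the data were examined, none closed any of these 4 gaps: the ratios were between 0.443 and 0.459, 0.173 and 0.179, 6.76 and 9.85, and 0.842 and 0.898.

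The paper states from qPCR that OXPHOS genes such as *Cox5a* and *Cox7c* were higher with DADA. In these libraries, *Cox5a* was higher (log2 fold change 0.32) and *Cox7c* lower (-0.21, and between -0.25 and -0.16 across the alternatives), and of the 82 nuclear OXPHOS subunits, 9 were called higher and 46 lower. Of the 13 mitochondrially encoded subunits, 8 were called higher and 4 lower, and that list was not called (median 0.13, camera, adjusted p = 0.383). The paper states an enrichment of the mTOR signaling pathway with DADA. Of the 63 genes of the mTOR list, 24 were called higher and 17 lower, and the list was called under fry only (median 0.04, adjusted p = 3.19e-05). The paper states an enrichment of carbon metabolism with DADA. Of 3 lists here, glycolysis was higher (median 1.00). The TCA cycle and pyruvate dehydrogenase list (-0.34) and the serine, one-carbon and pentose phosphate enzymes (-0.31) were lower. The paper states that *Gzmk* was enriched with DADA. It stayed below the filter on low values and was not tested in the reported fit, but it was called without the filter (adjusted p = 0.00615).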

Other observations

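The split counts for higher and lower genes, for genes that changed by at least 1 and for the gene lists, the joint trend on length and GC content, the medians of the marker lists of other cells, and the comparison with random lists were chosen only after the results were seen.

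Other groupings of the 8 libraries into 4 and 4 were refitted. Of the 35 splits, 1, the real one, gave as many genes with an adjusted p-value under 0.05, as many higher, as many lower, and as many that changed by at least 1. The other splits gave at most 2 genes. In those splits, the difference between DADA and DMSO enters the residual spread, which keeps the calls low. The gene counts therefore do not measure false calls in the real split. For the number of gene lists called by camera, 13 in the real split, 9 of the 35 splits gave as many. The 8 others were all among the 16 splits that keep 3 libraries of a condition together and so still hold part of the contrast, while the 18 splits that mix the conditions evenly called at most 1 list. With an estimated correlation, 12 lists were called in the real split, and with fry 15. No other split called any, and the same spread limits the calls there. The number of lists called by camera with a preset correlation is therefore no evidence for the real grouping. The size of the median was as large in 1 of 35 splits, the real one, for 15 of the 16 lists, and in 2 of 35 splits for the mTOR list. This count alone does not show a change of a list: the mitochondrially encoded OXPHOS list and the integrated stress response list are among the 15, yet the groups overlapped in their library means (exact permutation test, p = 0.371 and p = 0.314).

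Several technical explanations for the number of called genes were weighed. A few genes of very high FPKM could set the scale of each library, but 7036 genes were called after median-ratio scaling. The 10 highest genes held between 8.59% and 8.87% of each library's total. RNA of other cells was weighed with 35 markers of B, myeloid, CD4 T, NK and erythroid cells. The test set before the data were examined asked whether RNA of B, myeloid, CD4 T, NK or erythroid cells shows as markers of a list that are called in one direction at 1 FPKM or more. This held for 3 of the 5 lists, by 1 or 2 markers each, so that test did not exclude such RNA. In both groups, 30 of the markers stayed below 1 FPKM. The other 5 markers were *Cd79b* (not called), *Cd68* (log2 fold change 0.44), *Zbtb7b* (-0.11), *Ctla4* (-1.87) and *Eomes* (-0.36), of which *Ctla4* and *Eomes* were known to be made by CD8+ T cells when the lists were written. The highest median of the 5 lists, a measure chosen after an earlier choice of markers made with the values in view was dropped, was 0.283 FPKM. Other cells bring all their abundant transcripts, so this argues against them as the source of most calls. *Cd4* itself was at 0.283 FPKM with DMSO and 0.213 FPKM with DADA. Across genes, which are not independent replicates, the log2 fold change had a Spearman correlation of 0.0515 with transcript length and of 0.119 with GC content. The latter lies between the bounds set before the data were examined, 0.1 for no bias and 0.3 for bias, so it does not decide by itself. A joint trend on both took 1.53% of the variance of the log2 fold changes. Once it was removed, 95.5% of the 423 called genes that changed by at least 1 kept that size and direction, which argues against the trend as the cause of these large changes. Most calls were smaller (median size 0.31), and how many of them would remain after the correction was not tested. The estimated depth was higher with DADA (median 18025000 fragments) than with DMSO (14550000), which the design cannot separate from the treatment, but FPKM values are scaled to depth. This scaling does not cover whether a gene near 0 is detected at all.

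The lower level of the nuclear OXPHOS list (median -0.15) may be shared by genes of the same mean expression. Its median lay at percentile 7.62 of random lists matched on mean expression, inside their middle 95%. After removing the trend on length and GC content, its median was -0.12, still inside that range, so bias from length and GC content cannot be told apart for this list, since it did not stand out before the correction. The TCA cycle list (-0.34) lay at percentile 0.010 of such random lists, and its median was -0.28 after that correction.

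A lower activity of hypoxia-inducible factor 1 was tested as a hypothesis for the fall of *Pdk1*, one of its targets. The other targets outside glycolysis rose (median 1.71), which argues against it. A lower level of all glycolytic enzymes was tested as a second hypothesis. The glycolysis list rose (median 1.00), although *Slc2a1* (-1.96), *Pkm* (-1.34), *Hk2* (-1.08) and, chosen after its values were seen, *Hk1* (-1.10) fell with *Pdk1* (-1.06). A weaker early T cell receptor response was tested as a hypothesis for the lower terminal exhaustion markers. That list rose (median 0.37), which argues against it, although *Nr4a1*, a member of both lists, fell.

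The 12 genes of the integrated stress response list that passed the filter had a median log2 fold change of -0.13 (camera, adjusted p = 0.505), with 4 called higher and 7 lower. Chosen after their values were seen, *Il10* rose from at most 0.394 FPKM with DMSO to between 6.60 and 8.19 FPKM with DADA, and *Cxcl10* from between 2.08 and 3.24 FPKM to between 32.1 and 35.2 FPKM. The 4 replicate libraries of a group differed little, with a spread of at most 1.64 times the counting noise with DMSO and 1.51 times with DADA. Whether the libraries of a group came from separate mice or from 1 culture is not stated in the paper's text, and replicates of 1 culture would make the adjusted p-values cover less variation than separate mice would.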
